# Synaptojanin 1 Modulates Functional Recovery After Incomplete Spinal Cord Injury in Male Apolipoprotein E Epsilon 4 Mice

**DOI:** 10.1089/neur.2023.0023

**Published:** 2023-07-27

**Authors:** Carlos A. Toro, Jens Hansen, Mustafa M. Siddiq, Kaitlin Johnson, Jiqing Cao, Adriana Pero, Ravi Iyengar, Dongming Cai, Christopher P. Cardozo

**Keywords:** contusion SCI, functional recovery, PIP_2_, Synj1

## Abstract

Apolipoprotein E epsilon 4 (ApoE4) is the second most common variant of ApoE, being present in ∼14% of the population. Clinical reports identify ApoE4 as a genetic risk factor for poor outcomes after traumatic spinal cord injury (SCI) and spinal cord diseases such as cervical myelopathy. To date, there is no intervention to promote recovery of function after SCI/spinal cord diseases that is specifically targeted at ApoE4-associated impairment. Studies in the human and mouse brain link ApoE4 to elevated levels of synaptojanin 1 (synj1), a lipid phosphatase that degrades phosphoinositol 4,5-bisphosphate (PIP_2_) into inositol 4-monophosphate. Synj1 regulates rearrangements of the cytoskeleton as well as endocytosis and trafficking of synaptic vesicles. We report here that, as compared to ApoE3 mice, levels of synj1 messenger RNA and protein were elevated in spinal cords of healthy ApoE4 mice associated with lower PIP_2_ levels. Using a moderate-severity model of contusion SCI in mice, we found that genetic reduction of synj1 improved locomotor function recovery at 14 days after SCI in ApoE4 mice without altering spared white matter. Genetic reduction of synj1 did not alter locomotor recovery of ApoE3 mice after SCI. Bulk RNA sequencing revealed that at 14 days after SCI in ApoE4 mice, genetic reduction of synj1 upregulated genes involved in glutaminergic synaptic transmission just above and below the lesion. Overall, our findings provide evidence for a link between synj1 to poor outcomes after SCI in ApoE4 mice, up to 14 days post-injury, through mechanisms that may involve the function of excitatory glutaminergic neurons.

## Introduction

Spinal cord injury (SCI) results in devastating and lifelong disabilities. Approximately two thirds of persons with SCI eventually recover some sensory and motor function.^1^ The extent of this recovery is predicted by and correlated with the amount of spared white matter at the lesion site.^2^ Mechanisms for recovery are thought to involve remyelination of surviving axons, neuroplasticity within the spinal cord and brain,^3–5^ and activities of microglia and astrocytes, which may promote or reduce locomotor function.^6–9^ Considerable evidence indicates that the neuroanatomical basis for motor functional recovery is largely dependent upon axon branches arising above the site of axon transection by the SCI. These branches synapse with neurons located in the brainstem and in gray matter of the spinal cord that are above the lesion site and project descending axons past the lesion.^3–5,10^

Although genetic variability is recognized as a key determinant of risks for common diseases from cancer to cardiovascular disease and sporadic Alzheimer's disease (AD), there is very little knowledge available as to how naturally occurring genetic variability influences outcomes after SCI. One genetic variant that may determine outcomes after SCI is apolipoprotein E (ApoE) epsilon 4 (ApoE4). ApoE is synthesized by hepatocytes, astrocytes, and microglia and carries lipids from these cells to target cells elsewhere in the body. In humans, three ApoE variants have been well characterized and are distinguished by their amino acid sequence. ApoE2 has cysteine residues at positions 112 and 158; ApoE3 has one substitution (Cys158Arg), and ApoE4 has two (Cys112Arg, Cys158Arg).^11^ The worldwide prevalence of these variants is 8.4% (ApoE2), 77.9% (ApoE3), and 13.7% (ApoE4), respectively.^11^ The ApoE4 variant has been associated with health problems that include sporadic AD,^12^ worse outcomes after traumatic brain injury,^13,14^ and greater risks of kidney and cardiovascular disease.^15,16^ By contrast, ApoE2 seems to protect against cognitive decline.^17–19^

A growing body of evidence links ApoE4 to poor outcomes after SCI or spinal cord disease. Analysis of a case series of newly injured SCI patients found that those who carried at least one ApoE4 allele had longer inpatient rehabilitation stays and recovered less function based on standard neurological exams.^20^ The idea that ApoE4 is associated with less functional recovery after SCI gained further support from prospective studies of patients with cervical myelopathy, a neurological syndrome caused by spinal cord compression, which showed that patients who carried ApoE4 were much less likely to recover function after surgical decompression of the cervical spinal cord.^21^ Parallel studies using a mouse model of cervical myelopathy found that, as compared to ApoE3, ApoE4 impaired the recovery of forelimb grip strength after cervical decompression associated with increased activation of microglia, reactive astrocytes, and expression of messenger RNA (mRNA) for proinflammatory cytokines.^21^

We recently found that, when compared to ApoE3 mice, ApoE4 mice demonstrated lower locomotor function after a moderate-severity contusion SCI; ApoE4 was associated with higher expression in spinal cord of markers for reactive astrocytes (glial fibrillary acidic protein) and activated microglia (ionized calcium-binding adapter molecule 1),^22^ but, importantly, did not influence white matter sparing after SCI,^22^ indicating that ApoE4 most likely negatively impacts the function of surviving neural circuits or formation of relay circuits connecting the brain and periphery.

Synj1 is one of a growing number of genes implicated in the adverse effects of ApoE4 on cognitive function with aging.^23^ Synj1 is critical for endocytosis and trafficking of synaptic vesicles and autophagosomes,^24^ and for rearrangements of the cytoskeleton. These actions are thought to be largely attributable to the dephosphorylation by synj1 of phosphoinositol 4,5-bisphosphate (PIP_2_) to inositol 4-monophosphate (PIP_1_).^25^ Synj1 expression is increased in the brains of humans and mouse ApoE4 carriers of mild cognitive impairment and early AD associated with reduced levels of PIP_2_ in tissue homogenates and synaptosomes, and the genetic reduction of synj1 rescued AD-related cognitive impairments in ApoE4 mice.^23^ Whether Synj1 could modulate recovery after SCI is not known.

The goal of the experiments reported here was to investigate the role(s) of synj1 in locomotor function recovery after SCI in ApoE4 mice up to 14 days post-injury. We tested whether, as compared to ApoE3, ApoE4 was associated with higher synj1 expression and lower PIP_2_ levels in spinal cord tissue, and whether genetically reducing synj1 would improve locomotor function after a contusion SCI in ApoE3 or ApoE4 mice. Potential cellular and molecular effects of the genetic reduction of synj1 after SCI were further investigated by reverse-transcription (RT)/quantitative (qPCR) polymerase chain reaction (PCR) and bulk RNA sequencing (RNA-seq).

## Methods

### Animals

Use of live animals was conducted in accordance with Public Health Service Policy on Humane Care and Use of Laboratory Animals and the Guide and was approved by the Institutional Animal Care and Use Committee at James J. Peters Veterans Affairs Medical Center. Mouse models expressing human ApoE3 and ApoE4 variants with either synj1^+/+^ or synj1^+/–^ backgrounds were bred as previously described.^23^ Genotypes were verified by PCR amplification.

### Experimental design

At 4 months of age, male mice were randomly assigned to experimental groups (Table 1). The experimental design and timeline for the study procedures are shown in Figure 1.

**FIG. 1.**
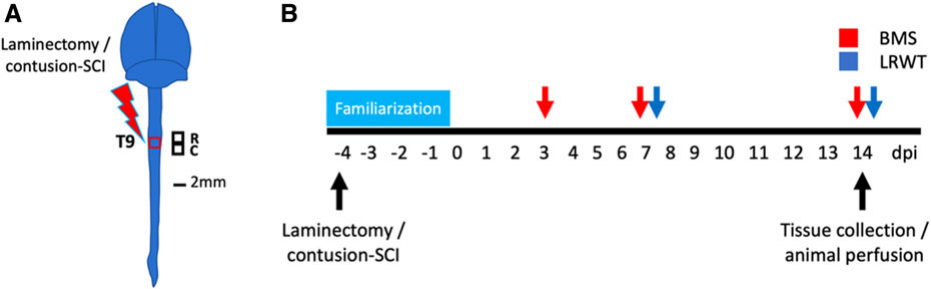
Experimental design. (**A**) Anatomical representation of the mouse brain and spinal cord showing the site of laminectomy or contusion SCI (red box) at the level of thoracic vertebrae 9 (T9). Black squares represent locations of the rostral and caudal segments of spinal cord collected for histology, biochemistry, and RNA-seq studies. R = rostral; C = caudal. Scale bar, 2 mm. (**B**) Timeline for animal familiarization with handling, behavioral testing, and tissue collection/animal perfusion are depicted. BMS, Basso mouse scale; LRWT, ladder rung walk test; RNA-seq, RNA sequencing; SCI, spinal cord injury .

**Table 1.** Experimental Groups and Animal Numbers

***Surgery***	***Behavior***	***Histology***	***HPLC***	***Biochemistry***	***RNA-seq***	***Tissue collected***
Laminectomy (sham)/ApoE3 Synj1^+/+^	*N* = 6	—	*N* = 6	—	—	*N* = 6
Laminectomy (sham)/ApoE3 Synj1^+/–^	*N* = 6	*N* = 3	—	*N* = 3	—	*N* = 6
Laminectomy (sham)/ApoE4 Synj1^+/+^	*N* = 6	—	*N* = 6	—	—	*N* = 6
Laminectomy (sham)/ApoE4 Synj1^+/–^	*N* = 6	*N* = 3	—	*N* = 3	—	*N* = 6
Contusion SCI/ApoE3 Synj1^+/+^	*N* = 9	*N* = 4	*N* = 6	*N* = 6	*N* = 3	*N* = 16
Contusion SCI/ApoE3 Synj1^+/–^	*N* = 6	*N* = 2	—	*N* = 5	*N* = 3	*N* = 7
Contusion SCI/ApoE4 Synj1^+/+^	*N* = 10	*N* = 4	*N* = 6	*N* = 4	*N* = 3	*N* = 14
Contusion SCI/ApoE4 Synj1^+/–^	*N* = 11	*N* = 4	—	*N* = 7	*N* = 3	*N* = 11

ApoE3, apolipoprotein E epsilon 3; synj 1, synaptojanin 1; ApoE4, apolipoprotein E epsilon 4; SCI, spinal cord injury; HPLC, high-pressure liquid chromatography; RNA-seq, RNA sequencing.

### Spinal cord injuries

A moderate-severity contusion SCI was performed using the Infinite Horizons (IH) impactor (Precision Systems and Instrumentation, LLC, Fairfax Station, VA), as reported previously.^22^ Induction of anesthesia was performed by 3% isoflurane inhalation. Animals at 4 months of age and similar weights (Supplementary Fig. S1) underwent a laminectomy to expose the dura at the level of T9. The laminectomy of ∼2 mm in diameter allowed the impact probe to hit the dura without touching any bone or other surrounding tissues. Stabilization of the vertebral column was done using forceps attached to the IH clamping platform. All animals in the SCI groups (Table 1) received a 50-kdyne contusion.^26^ Left-right lesion symmetry was confirmed by detection of bruising on both sides of the dorsal median sulcus. Actual impact force and cord displacement values were recorded for each animal (Supplementary Fig. S2). Muscle was closed using resorbable sutures and skin closed with 7-mm wound clips. Post-operative care took place over heating pads warmed with recirculating water. All animals received pre-warmed lactated Ringer's solution, carprofen, and Baytril for the first 5 days after surgery. Urine was expressed manually twice a day by gentle pressure and massage of the bladder until spontaneous voiding was observed. Animals were checked for retained urine and overall health at least once a day for the length of the study.

### Behavioral testing

Locomotor recovery was tested as previously reported,^22^ using the Basso Mouse Scale (BMS) open-field test^27^ and the horizontal ladder rung walk test (LRWT),^28^ pre-operatively and at specified time points after SCI (Fig. 1). BMS scores are a well-established method for evaluating the severity of impairments in locomotor function after SCI. LRWT evaluates fine motor skills and coordinated stepping.^28^ Animals were recorded as they attempted to cross the ladder. Videos were reviewed by two blinded observers who recorded the number of correct steps and foot-placement errors. All animals were familiarized with the equipment 1 week before surgery.

### Tissue harvest

At 14 days post-SCI, 4 animals per group (Table 1) were randomly selected to undergo perfusion fixation under a deep anesthesia achieved by intraperitoneal injection of ketamine (100 mg/kg) and xylazine (30 mg/kg), as previously reported.^22^ Mice were euthanized by transcardial perfusion with sterile saline followed by ice-cold 4% paraformaldehyde (PFA). Perfused spinal cords were removed and post-fixed in 4% PFA for 72 h, transferred to a solution of 30% sucrose, and stored at 4°C until cryostat sectioning. Additional fresh-frozen spinal cord tissues from each group were collected after inducing deep anesthesia by inhalation of 3% isoflurane followed by decapitation. Spinal cord segments, immediately rostral or caudal from the lesion epicenter, were collected and snap-frozen in liquid nitrogen and then stored at −80°C for biochemical analysis; tissues from comparable areas of spinal cords of sham-controls were also collected.

### Immunofluorescence staining

Transverse 10-micron cryosections of perfusion-fixed spinal cord were used for immunofluorescence staining as previously reported.^22^ Antibodies were used to detect PIP_2_ and synj1. Secondary antibodies were Alexa Fluor 488 and Alexa Fluor 647 (Table 2). Sections were imaged with a confocal microscope (Zeiss LSM700; Carl Zeiss, Jena, Germany) and analyzed using ImageJ software (National Institutes of Health, Bethesda, MD), as detailed below.

**Table 2.** Antibodies for Immunohistochemistry

***Antibody name***	***Isotype and host***	***Catalog no.***	***Concentration***	***RRID***
Anti-Synj1 antibody	IgG polyclonal, host rabbit	Novus, NBP1 87842	1:1000	AB_443303
Anti-PIP_2_ antibody	IgG polyclonal, host rabbit	Echelon, Z-P034	1:400	AB_305808
Alexa-488 anti-mouse	IgG polyclonal, host goat	Abcam, ab150113	1:2500	AB_2636859
Alexa-647 anti-rabbit	IgG polyclonal, host goat	Abcam, ab150079	1:2500	AB_2576208

Synj 1, synaptojanin 1; PIP_2_, phosphoinositol 4,5-bisphosphate; IgG, immunoglobulin G.

### White spared matter detection

Transverse 10-micron cryosections of perfusion-fixed spinal cords were obtained using a cryostat (Leica Microsystems, Wetzlar, Germany), and immunofluorescence staining was performed as previously reported.^22^ Myelin was stained using Fluoromyelin, according to the manufacturer's protocol (FluoroMyelin green; ThermoFisherScientific, Waltham, MA). We then analyzed spared myelin in sections obtained at 150 microns both rostral and caudal of the injury site and at the epicenter. Sections were imaged with a confocal microscope (Zeiss LSM700; Carl Zeiss) and analyzed using ImageJ software (National Institutes of Health). Visualization of differences in spared myelin and image analysis was performed as previously described.^29^ Briefly, thresholds for signals in the images were set at background gray values. The region of interest, defined by a dotted line, was determined and the mean intensity and total number of pixels above threshold were measured. Spared tissue was determining by the percentage of white matter calculated by the total area of the spinal cord for each section using ImageJ.

### Image capture and quantification

Tiled images (5 × 5) were obtained from stained sections using a 20 × objective and a Zeiss LSM700 confocal microscope (Carl Zeiss). Blinded quantification was performed using ImageJ software (version 2.1.0/1.53c; National Institutes of Health). For immunofluorescences, the integrated density of pixels was measured for each section and a mean value was calculated as previously described.^22,30^ Maximum background threshold was determined for each image and set for intensity quantification. Data represent the mean ± standard error of the mean (SEM).

### RNA extraction, reverse transcription, and quantitative polymerase chain reaction

Total RNA was extracted from spinal cord segments (∼2 mm) either rostral or caudal to the lesion epicenter using TRIzol reagent (ThermoFisherScientific), following the manufacturer's instructions and methods previously described.^22,31^ Total RNA concentrations were determined by absorbance at 260 nm using a Nanodrop spectrophotometer (ThermoFisherScientific). RNA was reverse-transcribed into complementary DNA (cDNA) using Omniscript reverse transcriptase (Qiagen, Hilden, Germany). PowerUp SYBR Green Master Mix (ThermoFisherScientific) was used to measure mRNAs of interest by qPCR. Primers were designed using the Primer Blast program from NCBI (Table 3). Formation of single SYBR Green-labeled PCR amplicons was verified by running melting curve analysis. Threshold cycles (CTs) for each PCR reaction were identified by using QuantStudio 12K Flex software. To construct standard curves, serial dilutions were used from 1/2 to 1/512 of a pool of cDNAs generated by mixing equal amounts of cDNA from each sample. The CTs from each sample were compared to the relative standard curve to estimate the mRNA content per sample; the values obtained were then normalized using peptidylprolyl isomerase A (Ppia) mRNA.

**Table 3.** Primer Sequence for RT-qPCR

***Gene***	***Forward primer***	***Reverse primer***	***Product length (bp)***	***RefSeq***
Ppia	TGGTCAACCCCACCGTGTT	CCACCCTGGCACATGAATCCT	193	NM_008907.2
Slc17a7	CCCCATCATCGTGGGTGCAA	AGCTGGTCGTGGCCAACAAA	192	NM_182993
Grik1	TGTTCTGGCTGCAGGACTCG	GTGGAGTTGGTCGGATGGGT	133	NM_001346964.2

RT-qPCR, reverse-transcription quantitative polymerase chain reaction; Ppia, peptidylprolyl isomerase A; bp, base pair.

### High-pressure liquid chromatography lipid analysis

Spinal cord segments (∼2 mm) above and below the T9 region were collected from sham and SCI animals at 14 days post-SCI or laminectomy. Flash-frozen samples were used for lipid extraction, followed by anion-exchange high-pressure liquid chromatography (HPLC) quantification, as described previously.^23,32^

### Transcriptomic profiling by RNA sequencing

Total RNA was extracted from spinal cord segments above and below the injury (∼2 mm) from male mice at 14 days (*N* = 3 per group). RNA integrity was checked using the RNA 6000 Nano assay (Agilent Technologies, Santa Clara, CA). The sequencing library was prepared with a standard TruSeq RNA Sample Prep Kit v2 protocol (Illumina, San Diego, CA), as described previously.^22,33^ RNA libraries were sequenced on the Illumina HiSeq 2000 System with 100 nucleotide paired-end reads, according to the standard manufacturer's protocol (Illumina). For RNA-seq data analysis, Star 2.5.4b and bowtie2 2.1.0, samtools 0.1.7 and cufflinks 1.3.0 were used as described previously.^33–35^ Before read alignment, we identified the samples with the lowest read counts above and below the injury site (32630698 and 32116310, respectively) and downsampled all other samples of the same site to the same number of read counts by randomly removing excessive reads (Supplementary Fig. S3A) to prevent distortion of upper quartile normalization and RNA-seq results by read count imbalances, as described previously.^34^ The percentages of reads that were successfully aligned to the mouse reference genome varied between 85% and 89% (Supplementary Fig. S3B).

Differentially expressed genes (DEGs) between all four conditions at each site of the injury were identified based on a maximum *p* value of 0.01 (Supplementary Table S1). Up- and downregulated genes were submitted to pathway enrichment analysis using Fisher's exact test and the Gene Ontology Biological Processes 2018 library^36,37^ downloaded from enrichR^38^ (Supplementary Table S2). Predicted subcellular processes were ranked by significance. Significance *p* values were transformed into -log_10_(*p* values) and visualized as bar diagrams.

### Database mining

Information about the subcellular expression of Synj1 in the spinal cord of mice was obtained by data mining the harmonized atlas of spinal cord cells before and after SCI as previously described in the seqseek.ninds.nih.gov website.^39^

### Statistical analysis

Statistical evaluations were performed using *t*-tests for two comparisons or two-way mixed-model analysis of variance (ANOVA) and Tukey's multiple comparison test *post hoc*, where appropriate, as indicated in the figure legends. All statistical tests were two-tailed; *p* values of <0.05 were considered significant. Statistical calculations were performed using Prism software (version 9; GraphPad Software Inc., La Jolla, CA). Data are expressed as mean values ± SEM.

## Results

### Baseline phosphoinositol 4,5-bisphosphate levels are reduced in spinal cords of apolipoprotein E epsilon 4 mice

HPLC analysis of lipid profiles of spinal cord from sham ApoE4 animals showed lower baseline PIP_2_ levels both above and below T9 as compared to sham ApoE3 mice (Fig. 2). These studies were repeated using 2-mm segments of spinal cord collected 14 days after a 50-kdyne spinal cord contusion at T9 and were located just above or below the lesion epicenter. After SCI, PIP_2_ levels in ApoE4 mice were significantly lower above the lesion site when compared to ApoE3 mice. In contrast, PIP_2_ levels in spinal cord tissue below the level of the injury increased after SCI in ApoE4 mice to levels that were comparable to those found in ApoE3 mice (Fig. 2).

**FIG. 2.**
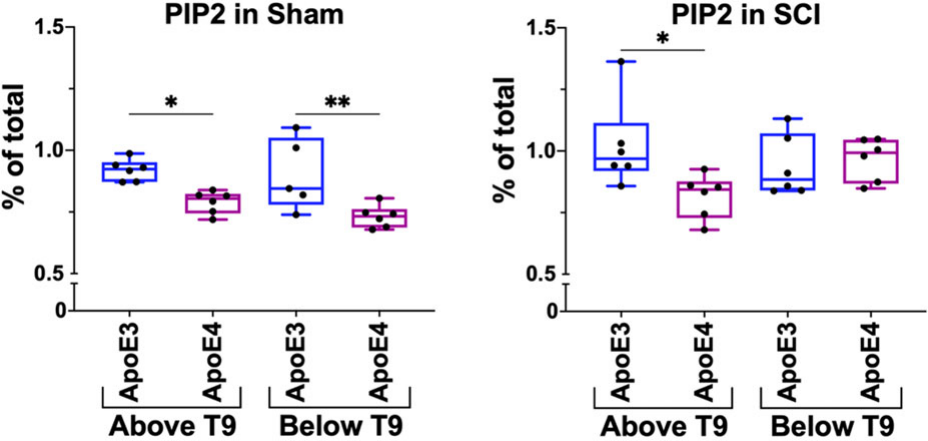
PIP_2_ levels in spinal cords of ApoE3 and ApoE4 mice after SCI. HPLC was used to determine levels of PIP_2_ in spinal cord tissue located above or below T9. Data are expressed as percentage of total lipid detected in the sample. Tissue was isolated at day 14 after a 50-kdyne contusion SCI (right panel) or sham SCI (left panel). *p < 0.05; **p < 0.01, two-way ANOVA. *N* = 6 per group. ANOVA, analysis of variance; ApoE3, apolipoprotein E epsilon 3; ApoE4, apolipoprotein E epsilon 4; HPLC, high-pressure liquid chromatography; PIP_2_, phosphoinositol 4,5-bisphosphate; SCI, spinal cord injury.

To validate these biochemical studies, transverse 20-micron fixed sections of fixed spinal cord were collected and analyzed at 14 days post-injury. Sections from just above the lesion from ApoE3 or ApoE4 mice were subjected to immunofluorescence staining and visualized by confocal microscopy. Reduced levels of PIP_2_ were observed in sections from ApoE4 mice as compared to sections from ApoE3 mice from a location equidistant from the lesion (Fig. 3).

**FIG. 3.**
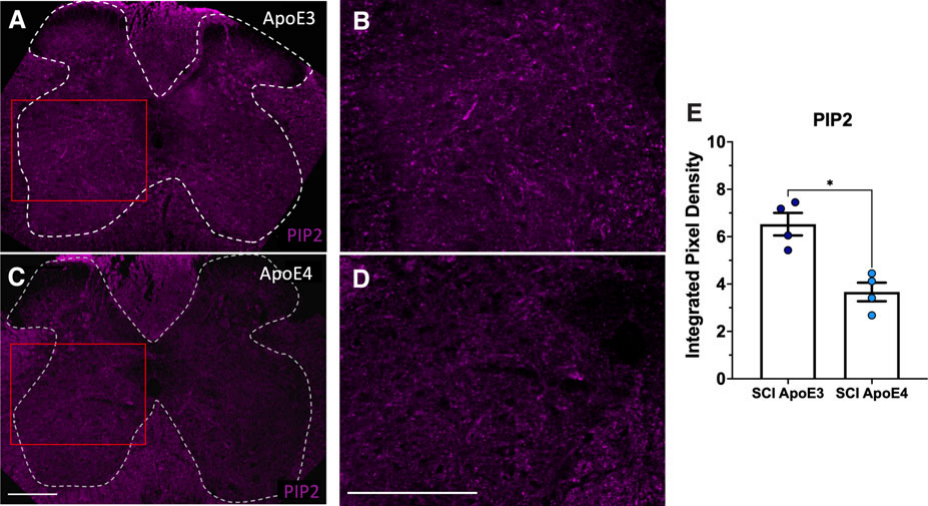
ApoE4 reduced PIP_2_ above the lesion at 14 dpi. Vibratome sections of perfusion-fixed spinal cords from ApoE3 (**A,B**) or ApoE4 (**C,D**) mice located at ∼300 microns above the injury epicenter were immunostained. Panels B and D show enlarged views of fields indicated in panels A and C by red boxes. (**E**) Fluorescence intensity was quantified for each of 4 different animals per ApoE variant. Images displayed are representative examples. *p < 0.01; unpaired Student's *t*-test. ApoE3, apolipoprotein E epsilon 3; ApoE4, apolipoprotein E epsilon 4; PIP_2_, phosphoinositol 4,5-bisphosphate; SCI, spinal cord injury.

### Synaptojanin 1 levels are increased in spinal cord gray matter of apolipoprotein E epsilon 4 mice after SCI

Additional sections of spinal cords collected at 14 days after SCI were used to detect Synj1 by immunofluorescent staining. When examining sections taken just above the lesion, Synj was increased in ApoE4 mice as compared to ApoE3 mice (Fig. 4). Elevated Synj1 expression was observed mainly in the gray matter of sections from ApoE4 mice as compared to ApoE3 sections (Fig. 4).

**FIG. 4.**
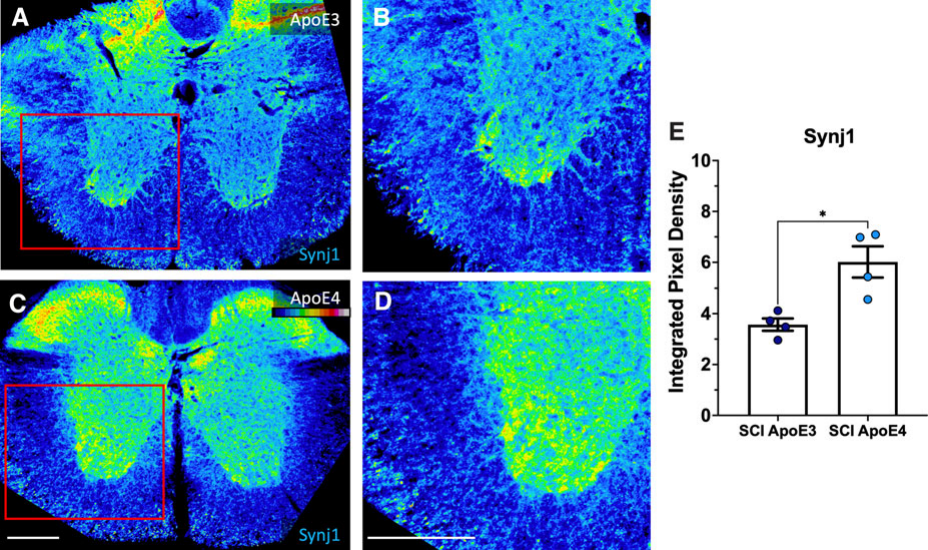
Synj1 levels were higher in tissues just above the lesion in ApoE4 mice at 14 dpi. (**A–D**). Immunostaining intensity for synj1 is depicted using a colorized grayscale for which the legend is shown in the top right corner of panel C. Fluorescence intensity was quantified (**E**). See Figure 3 for additional details. ApoE3, apolipoprotein E epsilon 3; ApoE4, apolipoprotein E epsilon 4; dpi, days post-injury; SCI, spinal cord injury; synj 1, synaptojanin 1.

### Genetically reducing synaptojanin 1 improves locomotor function in male apolipoprotein E epsilon 4 mice

We tested the effects of genetically reducing synj1 levels on outcomes after SCI in ApoE4 and ApoE3 mice. Animals expressing human ApoE4 that either had one inactive synj1 allele (synj1^+/–^) or two normal synj1 alleles (synj1^+/+^) were subjected to a motor-incomplete spinal cord contusion at the level of T9. RT-qPCR analysis showed that synj1 mRNA levels were 24.9% higher in ApoE4 synj1^+/+^ mice compared to ApoE3 synj1^+/+^ SCI mice (Fig. 5). This is consistent with the reported effect of ApoE4 to raise synj1 levels in the brain.^23^ In ApoE4 synj1^+/–^ mice, synj1 mRNA levels were reduced by 22.8% compared to ApoE4 synj1^+/+^ mice, confirming partial knockdown of this gene (Fig. 5). Open-field BMS testing was performed by two blinded scorers to evaluate locomotor function at 7 and 14 days post-injury (dpi; Fig. 6A). Horizontal LRWT was performed by blinded scorers using videos recorded with a GoPro camera, as previously reported,^22^ to evaluate hindlimb fine motor skills and coordination^28^ (Fig. 6B).

**FIG. 5.**
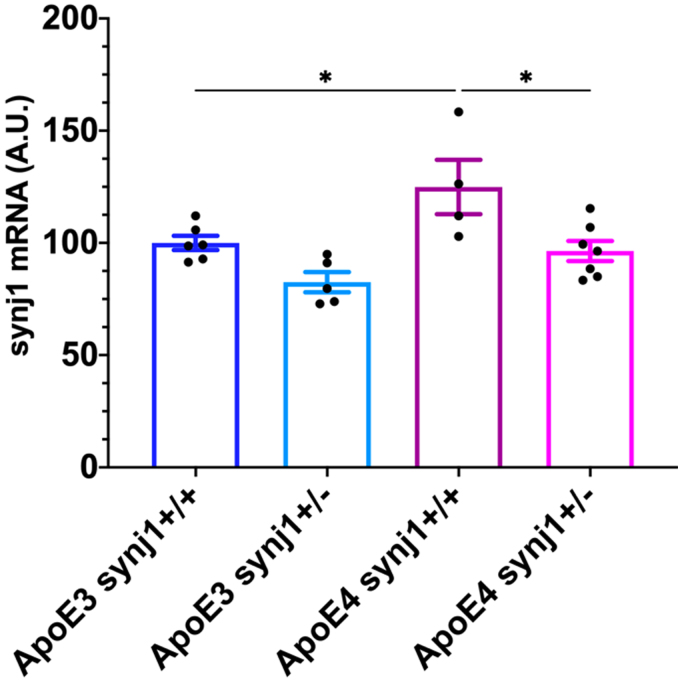
Changes in synj1 levels in spinal cords of male mice at 14 dpi. mRNA levels were determined by RT-qPCR after total RNA extraction from 4-mm spinal cord segments just above the lesion site. ApoE3 and ApoE4 mice either homozygous (synj1^+/+^) or heterozygous (synj1^+/–^) for synj1 were used. Data are shown as mean ± SEM. *p < 0.05, by two-way ANOVA. *N* = 4–7. ANOVA, analysis of variance; ApoE3, apolipoprotein E epsilon 3; ApoE4, apolipoprotein E epsilon 4; A.U., arbitrary units; dpi, days post-injury; mRNA, messenger RNA; qPCR, quantitative polymerase chain reaction; RT, reverse transcription; SCI, spinal cord injury; SEM, standard error of the mean; synj 1, synaptojanin 1.

**FIG. 6.**
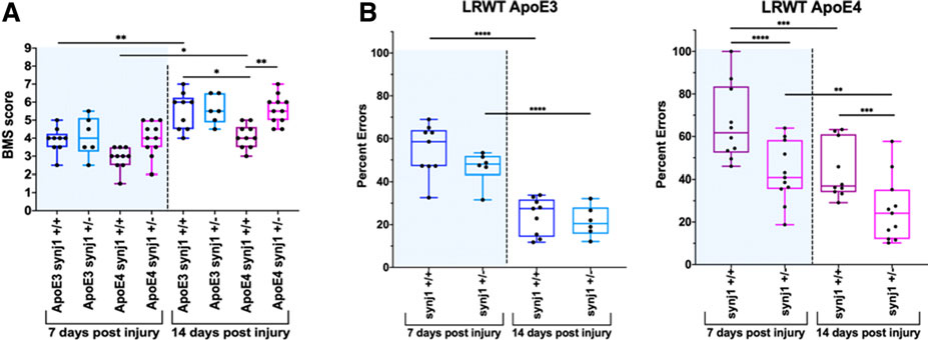
Genetic reduction of synj1 improves locomotion in male ApoE4 mice after SCI. (**A**) BMS scores were determined at 7 and 14 dpi for male mice with the indicated genotypes. (**B**) LWRT was performed at 7 and 14 dpi for male mice with the indicated genotypes. Results are expressed as percent of total hindlimb foot placement errors (steps that were missed, skipped, or slipped). **p < 0.01; ***p < 0.001; ****p < 0001, two-way ANOVA. *N* = 6–11. ANOVA, analysis of variance; ApoE3, apolipoprotein E epsilon 3; ApoE4, apolipoprotein E epsilon 4; BMS, Basso Mouse Scale; dpi, days post-injury; LWRT, ladder rung walk test; SCI, spinal cord injury; synj 1, synaptojanin 1.

As expected, before surgery/laminectomy, all animals had maximum BMS scores, indicating normal hindlimb function. When compared to ApoE4 synj1^+/+^ at 14 dpi, ApoE4 synj1^+/–^ SCI mice had significantly higher BMS scores and significantly fewer hindfoot placement errors assessed by LRWT (Fig. 6). In contrast, BMS scores and LWRT in ApoE3 mice were not altered by the hemizygous inactivation of synj1 (Fig. 6). These findings support our hypothesis that reducing synj1 counteracts the deleterious effects of ApoE4 on function after SCI.

### Genetic reduction of synaptojanin 1 in apolipoprotein E epsilon 4 mice does not affect white spared matter after moderate-severity contusion spinal cord injury

To determine whether reduced levels of Synj1 affect white spared matter after injury in ApoE4 mice, we performed fluorescent myelin detection (Fluoromyelin; ThemoFisherScientific) at 14 days and used confocal imaging on spinal cord transverse sections from ApoE4 synj1^+/+^ and ApoE4 synj1^+/–^ at 150 μm above (rostral) and below (caudal) the injury site, as well as in the injury epicenter (Supplementary Fig. S3). The data suggest that Synj1 reduction does not affect white spared matter at 14 days after SCI.

### RNA sequencing reveals specific messenger RNA signatures in apolipoprotein E epsilon 4 synj1^+/–^ mice

To obtain information regarding the potential molecular mechanisms responsible for improved functional outcomes after SCI in ApoE4 synj1^+/–^ mice, bulk RNA-seq was performed using total RNA isolated from spinal cord segments just above or below the lesion epicenter. 

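The RNA-seq data analysed here are 12 libraries from male ApoE4 mice at 14 days after a contusion at thoracic level 9, with 3 libraries in each of 4 groups: synj1+/+ above the lesion, synj1+/- above the lesion, synj1+/+ below the lesion and synj1+/- below the lesion. The ApoE3 groups that Table 1 also lists for RNA-seq were not analysed here. As the Methods describe, the reads of all libraries of a site were reduced at random to the number in the library with the fewest reads, aligned to the mouse genome, and summarized per gene with upper quartile normalization. The authors' deposited table gives, for each gene and site, a value for each genotype, their fold change, log2 fold change, p-value and q-value. Each value combines the 3 libraries of a group, so no spread between libraries can be computed and the depth of single libraries cannot be read from the table. The lowest value listed is exactly 1, and the values were therefore read as FPKM plus 1, which makes the log2 fold change of a low gene smaller than that of its FPKM. In all, 13647 genes were tested above the lesion and 12338 below, and 12025 symbols were listed at both sites. The p-values of the authors were adjusted over the genes of each site with the Benjamini-Hochberg method, and the standard error of each log2 fold change was taken as the one that its p-value implies under a normal distribution.

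SYNJ1 itself was higher in the libraries labelled synj1+/- at both sites. Above the lesion its FPKM was 1904 in the group labelled synj1+/+ and 2403 in the group labelled synj1+/-, and the authors' deposited table gives a log2 fold change of 0.34, p = 0.000660 and q = 0.0536. Benjamini-Hochberg adjustment of the authors' p gives 0.0480 over the genes above the lesion and 0.0588 over the genes of both sites. Below the lesion its FPKM was 1846 and 2592, with a log2 fold change of 0.49 and p = 0.0443 in the authors' deposited table and an adjusted value of 1.00. The implied standard errors were 0.0986 above and 0.243 below. Directions are given for the group labelled synj1+/- relative to the group labelled synj1+/+, and this measurement of SYNJ1 runs against those labels.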

Bioinformatics analysis of these RNA-seq data was performed as previously described.^22,35^ 

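The DEGs were first counted at the paper's threshold. Above the lesion, 94 genes were higher and 350 lower in the group labelled synj1+/- at p of 0.01 or less in the authors' deposited table, where chance would give 136 of the genes tested. Below the lesion, 63 genes were higher and 171 lower, where chance would give 123. An absolute log2 fold change of at least 0.5 moved a count most, leaving 15 of the 94 genes higher above the lesion. Benjamini-Hochberg adjustment left 30 higher and 158 lower above the lesion and 22 higher and 68 lower below it.

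Fisher's exact test from the gene counts in Supplementary Table S2 gave the same p-values as the paper lists for its 15 top processes of each direction and site. Among genes higher above the lesion, 11 distinct genes made up the 15 processes, and p ranged from 1.0e-07 for oxygen transport to 0.00260 in this one-sided Fisher's exact test. Among genes higher below the lesion, 17 distinct genes made up the 15 processes with 2 to 4 genes each, and p ranged from 6.8e-05 for long-term synaptic potentiation to 0.00290 in the same one-sided Fisher's exact test. The number of processes tested is not given in that table, so these values were not adjusted over processes. Of the processes with higher genes, 1 appeared at both sites, receptor-mediated endocytosis, and it shared 0 genes between the sites. Of the processes with lower genes, 3 appeared at both sites, with 4 genes in common within them (COL1A1, COL3A1, CYP1B1 and SERPINH1), and extracellular matrix organization had the smallest value below the lesion (one-sided Fisher's exact test, p = 4.2e-39). From the ranking of the processes, the paper reasons that lowering synj1 has an effect that depends on the position relative to the lesion.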

Analysis of differentially expressed mRNAs identified when comparing ApoE4 synj1^+/–^ and ApoE4 synj1^+/+^ mice at 14 dpi revealed that the most highly ranked Gene Ontology Biological Processes identified above the injury site differed from those below the injury site, indicating a spatially complex effect of the reduction of synj1 on cellular adaptations to the SCI (Fig. 7). Clear effects of reducing synj1 expression were observed on Biological Processes involved with synaptogenesis and axon extension below the lesion in ApoE4 synj1^+/–^ mice when compared to ApoE4 synj1^+/+^ controls (Fig. 7). 

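Gene lists written before the data were examined were compared with 10000 random lists of the same size matched on mean expression. Below the lesion, the median log2 fold change of 36 glutamatergic synapse genes was 0.24, 31 of them were higher in the group labelled synj1+/-, and the median lay at percentile 100 of the random lists. The median was 0.30 for 22 GABA and glycine synapse genes, 21 of them higher, and 0.31 for 26 synaptic vesicle cycle genes, 25 of them higher, both at percentile 100. A list of 18 neuron genes had a median of 0.18 at percentile 99.1. Above the lesion, the medians of these lists were 0.04 at percentile 93, 0.07 at percentile 97.7, 0.07 at percentile 99.4 and 0.02 at percentile 67.9, in the same order. The GABA and glycine synapse list above the lesion fell within the range of the random lists, at percentile 85.4, when the mean replaced the median. The glutamatergic synapse list above the lesion moved the other way, to percentile 98.3 with the mean. It lay at 99.5 with random lists matched on transcript length, 92.5 with unmatched lists and 89.7 without the DEGs. Over genes listed at both sites, the log2 fold change below was compared with that above, a comparison chosen after seeing the data. The change below exceeded that above by a median of 0.18 for the glutamatergic synapse list, at percentile 99.97 of random lists. The median was 0.27 for the GABA and glycine synapse list, 0.24 for the synaptic vesicle cycle list and 0.22 for the neuron list. These lay at percentiles 100, 100 and 99.95, so the difference was not particular to glutamatergic genes. Genes of a list are not independent replicates, so the percentiles describe these libraries and do not replace a spread between mice.

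**Figure D1:**
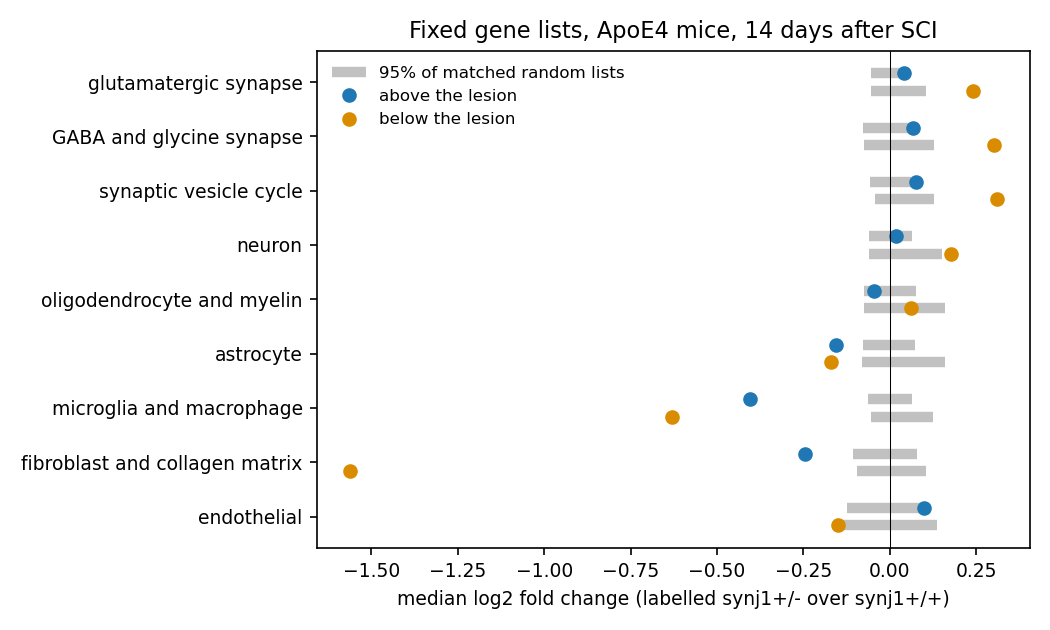
Median log2 fold change of 9 gene lists, for the group labelled synj1+/- over the group labelled synj1+/+, above (blue) and below (orange) the lesion, with grey bars for the central 95% of 10000 random lists matched on expression. Below the lesion the synapse lists sit between 0.24 and 0.31, and the fibroblast and collagen matrix list sits at -1.56.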

Biological Processes represented by genes that were upregulated above the lesion included several involved in responses to or the metabolism of reactive oxygen species (Fig. 7).

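The processes above the lesion rested largely on the hemoglobin genes HBA-A1, HBA-A2, HBB-BS and HBB-BT. Of the 15 processes, 12 contained hemoglobin genes, 11 contained all 4, and 10 contained no other DEG. The FPKM of HBA-A1 above the lesion was 103 in the group labelled synj1+/+ and 468 in the group labelled synj1+/-, and that of HBB-BS was 31.2 and 152. The authors' deposited table gives log2 fold changes of 2.17 for HBA-A1 and 2.25 for HBB-BS above the lesion, each with a p-value listed as 0. Below the lesion the corresponding log2 fold changes in the authors' deposited table were 0.37 with p = 0.273 and 0.27 with p = 0.247. A list of 32 genes of the response to reactive oxygen species without hemoglobin genes had a median log2 fold change of -0.08 above the lesion, at percentile 2.0 of matched random lists, and 12 of the 32 genes were higher.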

**FIG. 7.**
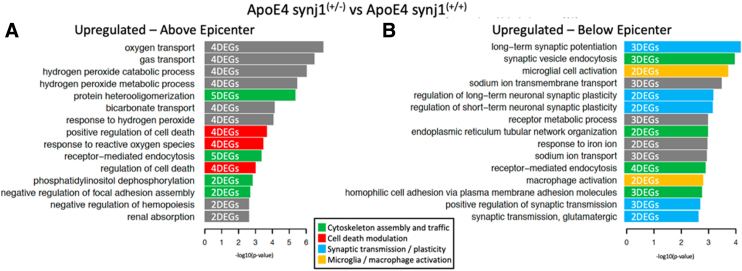
Differences in transcriptomic profiles for ApoE4 SCI male mice with either wild-type (synj1^+/+^) or genetically reduced (synj1^+/–^) synj1 at 14 dpi. DEGs (*p* ≤ 0.01) identified when comparing ApoE4 synj1^+/–^, and ApoE4 synj1^+/+^ was subjected to pathway enrichment analysis using Gene Ontology Biological Processes and Fisher's exact test, followed by a ranking of predicted pathways by significance. Top 15 ranked pathways that were either upregulated above epicenter (**A**) or upregulated below epicenter (**B**) for ApoE4 synj1(^+/-^). The indicated DEG counts document how many upregulated genes were part of each particular pathway. ApoE4, apolipoprotein E epsilon 4; DEGs, differentially expressed genes; dpi, days post-injury; SCI, spinal cord injury; synj 1, synaptojanin 1.

**FIG. 8.**
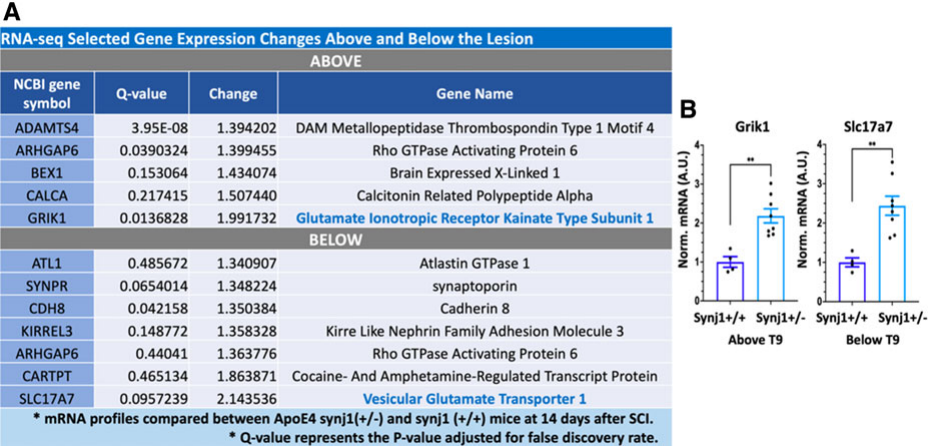
Selected gene expression changes between ApoE4 synj1 (+/+) and ApoE4 synj1 (+/–) male mice after SCI. (**A**) RNA-seq transcriptomic profile showed significant differences in expression of genes above and below the lesion site at 14 days. (**B**) RT-qPCR was performed to validate changes in Grik1 and Slc17a7 levels after SCI in male mice using total RNA isolated from spinal cord segments above and below the injury. Tissues from ApoE4 mice that were either homozygous (synj1^+/+^) or heterozygous (synj1^+/–^) for synj1 were collected at 14 days to validate RNA-seq studies. Bar plots display mean ± SEM. **p < 0.01, unpaired Student's *t*-test. *N* = 4–8. ApoE4, apolipoprotein E epsilon 4; qPCR, quantitative polymerase chain reaction; RNA-seq, RNA sequencing; RT, reverse transcription; SCI, spinal cord injury; SEM, standard error of the mean; synj 1, synaptojanin 1.

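Ranked by the p-value in the authors' deposited table, the genes most increased above the lesion after the hemoglobin genes were led by EBF3, with a log2 fold change of 0.50 and p = 5.3e-12. A p-value of 0 is listed for 8 decreased genes above the lesion in the authors' deposited table, and the 5 of them with the largest absolute log2 fold change were RN7S1, RN7S2, HSPA1B, ZBTB16 and HIPK2, from -1.93 to -1.24. The FPKM of RN7S1 was 220.4 in the group labelled synj1+/+ and 57.2 in the group labelled synj1+/-. Below the lesion, the increased genes with the smallest p-values were CAR10, APC2, BRSK2, TUBA4A and SLC7A4, with log2 fold changes from 0.24 to 0.66 in the authors' deposited table. The decreased genes were SFRP4, DCN, ISLR, MERTK and LGALS3, with log2 fold changes from -3.30 to -0.66 in the authors' deposited table. The FPKM of DCN was 138 in the group labelled synj1+/+ and 18.8 in the group labelled synj1+/-. Of the genes named under the rule for naming, 35 of 107 above the lesion and 32 of 101 below had a Benjamini-Hochberg adjusted p-value of 0.05 or less. Many of them were named for a small p-value in these same data, so these shares do not describe the gene lists as a whole.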

We examined the lists of the most highly altered DEGs to better understand how lowering synj1 improved function in ApoE4 mice after SCI (Fig. 7). One of these was GRIK1, a subunit of glutaminergic ionotropic kainite receptors that was altered above the lesion (Supplementary Table S1; Fig. 7). 

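The FPKM of GRIK1 above the lesion was 26.8 in the group labelled synj1+/+ and 54.5 in the group labelled synj1+/-. The authors' deposited table gives a log2 fold change of 0.99 with p = 0.000119 and q = 0.0137. Benjamini-Hochberg adjustment of the authors' p gives 0.0118, and the implied standard error was 0.258. Below the lesion its FPKM was 27.4 and 40.5, with a log2 fold change of 0.54 and p = 0.0991 in the authors' deposited table. The change below minus that above was -0.45, which a test of the difference did not separate from 0 (p = 0.283 from the standard errors implied by the authors' p-values). In the GRCm38 annotation of GENCODE, GRIK1 lies on chromosome 16 from 87895900 to 88290265, at a distance of 2.65 Mb from SYNJ1, which lies on the same chromosome from 90936092 to 91011308. Within 5 Mb of SYNJ1, 3 of 47 tested genes were DEGs above the lesion, GRIK1, RCAN1 and SLC5A3, or 6.38% against 3.24% elsewhere (two-sided Fisher's exact test, p = 0.196).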

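SLC17A7 was expressed at a low level. Below the lesion its FPKM was 0.639 in the group labelled synj1+/+ and 2.51 in the group labelled synj1+/-, and the authors' deposited table gives a log2 fold change of 1.10 with p = 0.000721 and q = 0.0957. Benjamini-Hochberg adjustment of the authors' p gives 0.0824, and the implied standard error was 0.325. Above the lesion its FPKM was 1.28 and 1.77, with a log2 fold change of 0.28 and p = 0.214 in the authors' deposited table. The change below exceeded that above by 0.82 (p = 0.0369 from the standard errors implied by the authors' p-values), and the Benjamini-Hochberg value of that difference over 12012 genes was 1.00. SLC17A7 lies on chromosome 7 of GRCm38 from 45163949 to 45176142 in the GENCODE annotation.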

The second highly differentially expressed gene was SLC17A7, which transports glutamate into synaptic vesicles and was altered below the lesion (Fig. 7). 

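KIRREL3 and CDH8 (cadherin 8) had similar changes below the lesion. The FPKM of KIRREL3 was 151 in the group labelled synj1+/+ and 205 in the group labelled synj1+/-, with a log2 fold change of 0.44 and p = 0.00132 in the authors' deposited table. The FPKM of CDH8 was 54.6 and 74.0, with a log2 fold change of 0.43 and p = 0.000246 in the authors' deposited table. Benjamini-Hochberg adjustment of the authors' p gives 0.131 for KIRREL3 and 0.0358 for CDH8. Above the lesion the log2 fold changes in the authors' deposited table were 0.06 for KIRREL3 and 0.15 for CDH8. Neither gene's change differed between the sites in a test of the difference (p = 0.0668 for KIRREL3 and p = 0.102 for CDH8, from the standard errors implied by the authors' p-values).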

Other genes involved in stabilizing synapses were upregulated below the lesion, including KIRREL3 and cadherin 8 (Supplementary Table S1). ARHGAP6, a gene involved in extending cellular projections, was upregulated above and below the lesion (Supplementary Table S1); ATL1, a gene involved in axon maintenance, was increased below the lesion (Supplementary Table S1).

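The FPKM of ARHGAP6 was 30.1 in the group labelled synj1+/+ and 42.5 in the group labelled synj1+/- above the lesion, and 22.4 and 31.0 below it. The authors' deposited table gives log2 fold changes of 0.48 with p = 0.000440 above and 0.45 with p = 0.00665 below. Benjamini-Hochberg adjustment of the authors' p gives 0.0347 above and 0.408 below. The FPKM of ATL1 below the lesion was 29.9 and 40.4, and the authors' deposited table gives a log2 fold change of 0.42 with p = 0.00791. Its adjusted value was 0.444. Above the lesion the log2 fold change of ATL1 was 0.13 with p = 0.363 in the authors' deposited table, and the difference between the sites was 0.29 (p = 0.185 from the standard errors implied by the authors' p-values).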

### Cell-type–specific expression profiles of synaptojanin 1 in mice spinal cord

To better understand the cell-type–specific expression of synj1 in spinal cord, we mined the harmonized atlas of spinal cord cells post-SCI.^39,40^ We first searched for expression levels of synj1 in all cells represented in the atlas, which reports mRNA expression levels in cells within the lumbar spinal cord at times from 1 day to 6 weeks after a spinal cord contusion. Synj1 was expressed predominantly in neurons, with astrocytes, microglia, and oligodendrocytes also showing expression. Smaller numbers of other cell types were observed to express some synj1 (Supplementary Fig. S4). Synj1 expression levels did not appear to be altered by SCI (Supplementary Fig. S5).

## Discussion

The major conclusion supported by this study is that, at 14 days post-injury, genetically reducing expression levels of synj1 increases locomotor functional recovery after a 50-kdyne contusion SCI at T9 in male ApoE4 TR mice, but not in ApoE3 TR mice. The data also support the conclusion that in uninjured TR mice, ApoE4 increased synj1 mRNA expression and reduced levels of PIP_2_ in spinal cord homogenates when compared to mice with a TR for ApoE3.

In the literature, synj1 is reported to be most highly expressed in neurons and to be concentrated at synapses consistent with its role in trafficking of synaptic membranes.^24^ In agreement with these studies of the brain, we found by immunostaining of spinal cord sections that the most intense staining for synj1 was in the gray matter. Our database mining suggests that in spinal cord, synj1 is expressed most strongly in neurons, with some expression in astrocytes, microglia, and olidodendrocytes, and that expression levels are relatively constant over time after SCI. Each of these cell types plays critical roles in recovery of function after SCI.^41–44^ The database contained snSEQ data obtained at 1 day to 6 weeks after a midthoracic contusion SCI for samples of spinal cord from the lumbar region, a site caudal to the lesion. Thus, some caution should be used when extrapolating the findings to other spinal cord segments, but the general principle that synj1 is highly expressed in neurons of gray matter of the spinal cord and found in low abundance in glia is likely to hold true for all segments of spinal cord.

The mechanisms by which synj1 upregulation in ApoE4 mice blunts locomotor functional recovery are unclear. The finding that genetic reduction of synj1 did not alter white matter sparing in ApoE4 mice indicates that tissue damage post-SCI was not affected by this genetic manipulation. The neuroanatomical basis of the effect of synj1 on the locomotor function of ApoE4 mice must therefore depend on surviving circuits that involve either formation of relay circuits through axon branching or greater synaptic function of the remaining motor circuitry. The available data do not allow us to distinguish between these possibilities, which are not mutually exclusive. Links between synj1 levels and synaptic function have been reported.^24^ Although no links between synj1 and neurite outgrowth have been reported, synj1 is well known to determine vesicle trafficking and cytoskeletal rearrangements, and our experimentally validated computational modeling has established links between vesicular transport and neurite outgrowth.^45^ Synj1 is also involved in synaptic function, and it remains possible that excessive synj1 expression impairs synaptic function in neural circuits that support locomotor function after SCI. This interpretation of the data is consistent with our findings that reducing synj1 expression did not increase spared white matter, though further experimentation is needed to delineate the respective roles of increased formation of relay circuits from improved synaptic transmission within spared neural circuits.

An unexpected finding was the marked difference in the DEGs observed when comparing bulk RNA-seq data for tissues above versus below the injury epicenter. 

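Of the 12025 genes listed at both sites, 326 were DEGs above the lesion, 204 were DEGs below it, and 34 were DEGs at both. Chance would give 5.53 genes in common, an odds ratio of 7.90 (two-sided Fisher's exact test across genes, p = 9.7e-18). Table 1 lists 3 mice per genotype for RNA-seq and each genotype has 3 libraries at each site, so the libraries above and below may come from the same mice. Mice shared in this way could by themselves produce genes in common and agreeing signs, and a test of the difference that treats the sites as independent would then tend to find fewer genes. Of the 34 genes, 6 were higher and 26 lower at both sites, and 2 changed in opposite directions, CXCL12 and MMP12. At p of 0.05 or less, 113 genes were shared. Spearman's rho between the log2 fold changes above and below was 0.299 across the 12025 genes, which are not independent replicates. Among the DEGs above the lesion with a standard error at both sites, 85.8% (272 of 317) had the same sign below, and among those below, 82.9% (165 of 199) had the same sign above. A test of the difference between the log2 fold changes, covering 12012 genes, found 13 at a Benjamini-Hochberg adjusted p-value of 0.05 or less, of which 10 had the lower change below the lesion. At an unadjusted p of 0.01 or less there were 72 such genes, where chance would give 120. Genes with a p-value of 0 at either site in the authors' deposited table could not enter the test of the difference. Among them, the authors' log2 fold changes were 2.17 above and 0.37 below for HBA-A1 and 0.06 and -3.30 for SFRP4. For ZBTB16 they were closer, at -1.37 and -0.97. The count of 13 can therefore miss genes with large differences.

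**Figure D2:**
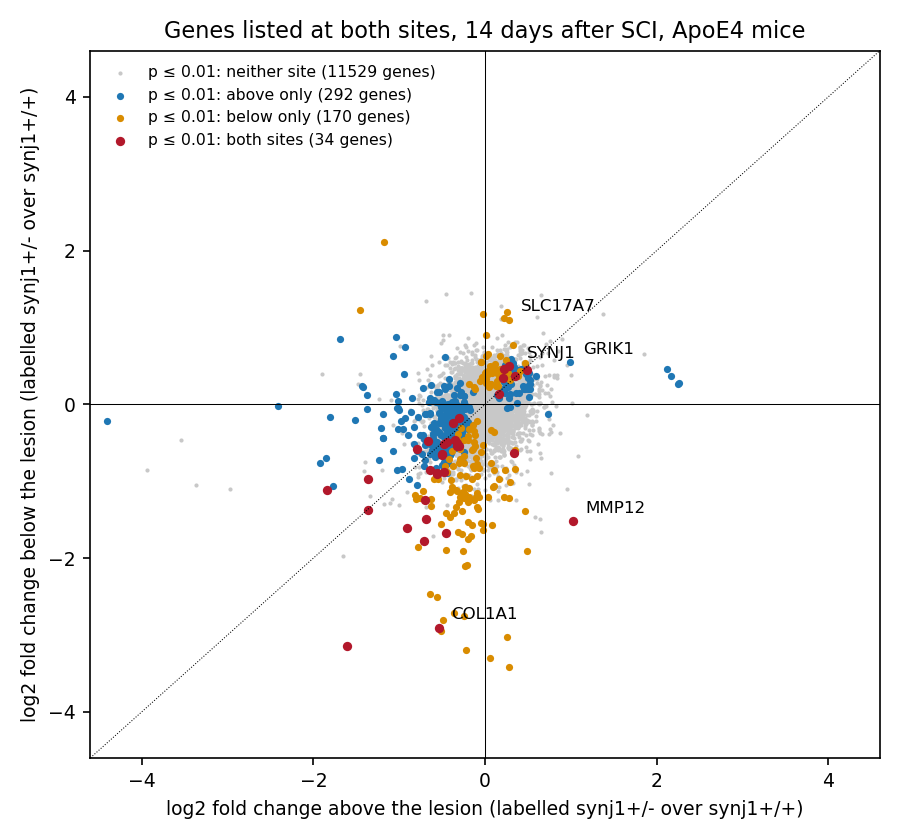
Log2 fold change of each of 12025 genes above (x axis) and below (y axis) the lesion, for the group labelled synj1+/- over the group labelled synj1+/+; colours mark DEGs above only (292), below only (170) and at both sites (34), and the dotted line marks equal changes. Most DEGs at both sites lie in the lower left, and MMP12 lies in the lower right.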

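Lists of glutamatergic, GABA and glycine, and vesicle cycle genes of the synapse were compared with the DEGs. Below the lesion, 4 of the 84 genes tested from the 3 synaptic lists were DEGs, DNM1, SLC17A7 and SYN2 among them, and all 4 were higher in the group labelled synj1+/-. The FPKM of DNM1 there was 9759 in the group labelled synj1+/+ and 13065 in the group labelled synj1+/-, with a log2 fold change of 0.42 in the authors' deposited table. Of 29 fibroblast and collagen matrix genes tested below the lesion, 22 were DEGs, all of them lower. Above the lesion, 3 of the 94 genes tested from the synaptic lists were DEGs: BIN1, GRIK1 and SNAP25, all of them higher. SNAP25 had a log2 fold change of 0.25 above the lesion with p = 0.00897 in the authors' deposited table, and Benjamini-Hochberg adjustment gives 0.284. Of 28 microglia and macrophage genes tested above the lesion, 20 were DEGs, all of them lower. Below the lesion, 4 of 25 genes tested from that list were DEGs, all lower. Of 25 fibroblast and collagen matrix genes tested above the lesion, 4 were DEGs, all lower.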

Most of the DEGs identified below the lesion were involved in synaptic transmission or other functions of neurons whereas none of the DEGs identified above the lesion functioned in synaptic transmission. It should be noted that only a small number of DEGs were identified for each gene ontology, and that it is possible that there are DEGs for synaptic transmission or axonal growth that are altered by reducing synj1 in ApoE4 mice at both sites that were not detected because of the sample size used in these experiments.

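The precision of the changes differed between the sites. The median standard error implied by the p-values was 0.192 above the lesion and 0.328 below it, and the error was larger below for 91.2% of the genes listed at both sites. In simulated data with these errors and calibrated p-values, 200 of 12012 genes were given a different change at each site. Of these 200 genes, 63.5% were recovered, and 3.79% of the 132 calls were unchanged genes. The difference given was larger than those found for GRIK1, SLC17A7, KIRREL3, CDH8 and ATL1, so the share does not hold for differences of their size. The p-values in the authors' deposited table exceeded 0.5 for 54.2% of genes above and 63.6% below the lesion, more than calibrated p-values would give, so the share recovered in the simulation does not carry over to these data.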

A second unexpected finding was that genetically reducing the expression of synj1 in TR ApoE3 mice did not seem to alter functional recovery after SCI. The implication of this result is that findings of studies of genetic manipulation in ApoE4 mice are not necessarily generalizable to mice with other ApoE backgrounds and that further study is needed to better understand the barriers to maximal functional recovery for each ApoE genotype. Of note, it becomes necessary to conduct additional studies at longer time points in order to confirm the final status of functional recovery for all genotypes involved. In addition, our study did not include females. Even though males account for 80% of persons with SCI and near 97% of veterans with SCI are males,^1,46^ it is necessary to conduct additional studies using female ApoE4 mice expressing normal or reduced levels of synj1 to test for any possible sex differences, given that sex has been reported to be an important biological variable in AD pathogenesis.^47^ Of note, our previous work did not show any sex differences between ApoE4 mice after incomplete SCI,^22^ leading us to speculate that any sex discordance that may be observed is unlikely to be large.

Our findings suggest that there is a high likelihood that effective, personalized therapies could be developed to improve functional recovery of those who have a new SCI that involve manipulating levels of genes dysregulated by commonly occurring genetic variants, or therapies that regulate activities of the proteins they encode. This possibility provides a strong rationale for continued study of the differential effects of ApoE variants on functional recovery after SCI and on the underlying molecular basis for the differences observed. Such studies may ultimately result in new treatments to improve the function of persons recovering from SCI.

## Supplementary Material

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

## Data Availability

The data are available upon written, reasonable request. Gene Expression Omnibus (GEO) data accession GSE227291.

## Abbreviations Used

AD: Alzheimer's disease
ANOVA: analysis of variance
ApoE: apolipoprotein E
ApoE4: apolipoprotein E epsilon 4
BMS: Basso Mouse Scale
cDNA: complementary DNA
CTs: threshold cycles
DEGs: differentially expressed genes
dpi: days post-injury
HPLC: high-pressure liquid chromatography
IH: Infinite Horizons
LRWT: ladder rung walk test
mRNA: messenger RNA
PCR: polymerase chain reaction
PFA: paraformaldehyde
PIP_1_: inositol 4-monophosphate
PIP_2_: phosphoinositol 4,5-bisphosphate
Ppia: peptidylprolyl isomerase A
qPCR: quantitative PCR
RNA-seq: RNA sequencing
SCI: spinal cord injury
SEM: standard error of the mean
synj 1: synaptojanin 1

## References

[1] National Spinal Cord Injury Statistical Center. Spinal Cord Injury (SCI) 2020 Facts and Figures at a Glance. National Spinal Cord Injury Statistical Center: Birmingham, AL; 2020.

[2] Basso DM, Beattie MS, Bresnahan JC. Graded histological and locomotor outcomes after spinal cord contusion using the NYU weight-drop device versus transection. Exp Neurol 1996;139(2):244–256; doi: 10.1006/exnr.1996.00988654527

[3] Courtine G, Song B, Roy RR, et al. Recovery of supraspinal control of stepping via indirect propriospinal relay connections after spinal cord injury. Nat Med 2008;14(1):69–74; doi: 10.1038/nm168218157143PMC2916740

[4] Asboth L, Friedli L, Beauparlant J, et al. Cortico-reticulo-spinal circuit reorganization enables functional recovery after severe spinal cord contusion. Nat Neurosci 2018;21(4):576–588; doi: 10.1038/s41593-018-0093-529556028

[5] Bareyre FM, Kerschensteiner M, Raineteau O, et al. The injured spinal cord spontaneously forms a new intraspinal circuit in adult rats. Nat Neurosci 2004;7(3):269–277; doi: 10.1038/nn119514966523

[6] Hakim R, Zachariadis V, Sankavaram SR, et al. Spinal cord injury induces permanent reprogramming of microglia into a disease-associated state which contributes to functional recovery. J Neurosci 2021;41(40):8441–8459; doi: 10.1523/jneurosci.0860-21.202134417326PMC8496189

[7] Renault-Mihara F, Okada S, Shibata S, et al. Spinal cord injury: emerging beneficial role of reactive astrocytes' migration. Int J Biochem Cell Biol 2008;40(9):1649–1653; doi: 10.1016/j.biocel.2008.03.00918434236

[8] Schwab JM, Zhang Y, Kopp MA, et al. The paradox of chronic neuroinflammation, systemic immune suppression, autoimmunity after traumatic chronic spinal cord injury. Exp Neurol 2014;258:121–129; doi: 10.1016/j.expneurol.2014.04.02325017893PMC4099970

[9] Fu H, Zhao Y, Hu D, et al. Depletion of microglia exacerbates injury and impairs function recovery after spinal cord injury in mice. Cell Death Dis 2020;11(7):528; doi: 10.1038/s41419-020-2733-432661227PMC7359318

[10] Filli L, Engmann AK, Zorner B, et al. Bridging the gap: a reticulo-propriospinal detour bypassing an incomplete spinal cord injury. J Neurosci 2014;34(40):13399–13410; doi: 10.1523/JNEUROSCI.0701-14.201425274818PMC6608315

[11] Liu CC, Liu CC, Kanekiyo T, et al. Apolipoprotein E and Alzheimer disease: risk, mechanisms and therapy. Nat Rev Neurol 2013;9(2):106–118; doi: 10.1038/nrneurol.2012.26323296339PMC3726719

[12] Rebeck GW, Reiter JS, Strickland DK, et al. Apolipoprotein E in sporadic Alzheimer's disease: allelic variation and receptor interactions. Neuron 1993;11(4):575–580.839814810.1016/0896-6273(93)90070-8

[13] Ariza M, Pueyo R, Matarín Mdel M, et al. Influence of APOE polymorphism on cognitive and behavioural outcome in moderate and severe traumatic brain injury. J Neurol Neurosurg Psychiatry 2006;77(10):1191–1193; doi: 10.1136/jnnp.2005.08516716614010PMC2077553

[14] Crawford FC, Vanderploeg RD, Freeman MJ, et al. APOE genotype influences acquisition and recall following traumatic brain injury. Neurology 2002;58(7):1115–1118.1194070610.1212/wnl.58.7.1115

[15] Liberopoulos E, Siamopoulos K, Elisaf M. Apolipoprotein E and renal disease. Am J Kidney Dis 2004;43(2):223–233; doi: 10.1053/j.ajkd.2003.10.01314750087

[16] Mahley RW. Apolipoprotein E: from cardiovascular disease to neurodegenerative disorders. J Mol Med (Berl) 2016;94(7):739–746; doi: 10.1007/s00109-016-1427-y27277824PMC4921111

[17] Conejero-Goldberg C, Gomar JJ, Bobes-Bascaran T, et al. APOE2 enhances neuroprotection against Alzheimer's disease through multiple molecular mechanisms. Mol Psychiatry 2014;19(11):1243–1250; doi: 10.1038/mp.2013.19424492349

[18] Shinohara M, Kanekiyo T, Yang L, et al. APOE2 eases cognitive decline during aging: clinical and preclinical evaluations. Ann Neurol 2016;79(5):758–774; doi: 10.1002/ana.2462826933942PMC5010530

[19] Li Z, Shue F, Zhao N, et al. APOE2: protective mechanism and therapeutic implications for Alzheimer's disease. Mol Neurodegener 2020;15(1):63; doi: 10.1186/s13024-020-00413-433148290PMC7640652

[20] Jha A, Lammertse DP, Coll JR, et al. Apolipoprotein E epsilon4 allele and outcomes of traumatic spinal cord injury. J Spinal Cord Med 2008;31(2):171–176.1858166410.1080/10790268.2008.11760708PMC2565476

[21] Desimone A, Hong J, Brockie ST, et al. The influence of ApoE4 on the clinical outcomes and pathophysiology of degenerative cervical myelopathy. JCI Insight 2021;6(15):e149227; doi: 10.1172/jci.insight.14922734369386PMC8410082

[22] Toro CA, Hansen J, Siddiq MM, et al. The human ApoE4 variant reduces functional recovery and neuronal sprouting after incomplete spinal cord injury in male mice. Front Cell Neurosci 2021;15:626192; doi: 10.3389/fncel.2021.62619233679326PMC7930340

[23] Zhu L, Zhong M, Elder GA, et al. Phospholipid dysregulation contributes to ApoE4-associated cognitive deficits in Alzheimer's disease pathogenesis. Proc Natl Acad Sci U S A 2015;112(38):11965–11970; doi: 10.1073/pnas.151001111226372964PMC4586834

[24] Choudhry H, Aggarwal M, Pan P-Y. Mini-review: synaptojanin 1 and its implications in membrane trafficking. Neurosci Lett 2021;765:136288; doi: 10.1016/j.neulet.2021.13628834637856PMC8572151

[25] Mandal K. Review of PIP_2_ in cellular signaling, functions and diseases. Int J Mol Sci 2020;21(21):8342; doi: 10.3390/ijms2121834233172190PMC7664428

[26] Scheff SW, Rabchevsky AG, Fugaccia I, et al. Experimental modeling of spinal cord injury: characterization of a force-defined injury device. J Neurotrauma 2003;20(2):179–193; doi: 10.1089/0897715036054709912675971

[27] Basso DM, Fisher LC, Anderson AJ, et al. Basso Mouse Scale for locomotion detects differences in recovery after spinal cord injury in five common mouse strains. J Neurotrauma 2006;23(5):635–659; doi: 10.1089/neu.2006.23.63516689667

[28] Cummings BJ, Engesser-Cesar C, Cadena G, et al. Adaptation of a ladder beam walking task to assess locomotor recovery in mice following spinal cord injury. Behav Brain Res 2007;177(2):232–241; doi: 10.1016/j.bbr.2006.11.04217197044PMC1892162

[29] Streijger F, Lee JH, Manouchehri N, et al. Responses of the acutely injured spinal cord to vibration that simulates transport in helicopters or mine-resistant ambush-protected vehicles. J Neurotrauma 2016;33(24):2217–2226; doi: 10.1089/neu.2016.445627214588

[30] Oliveira AL, Thams S, Lidman O, et al. A role for MHC class I molecules in synaptic plasticity and regeneration of neurons after axotomy. Proc Natl Acad Sci U S A 2004;101(51):17843–17848; doi: 10.1073/pnas.040815410115591351PMC539738

[31] Toro CA, Wright H, Aylwin CF, et al. Trithorax dependent changes in chromatin landscape at enhancer and promoter regions drive female puberty. Nat Commun 2018;9(1):57; doi: 10.1038/s41467-017-02512-129302059PMC5754362

[32] Cao J, Gaamouch FE, Meabon JS, et al. ApoE4-associated phospholipid dysregulation contributes to development of Tau hyper-phosphorylation after traumatic brain injury. Sci Rep 2017;7(1):11372; doi: 10.1038/s41598-017-11654-728900205PMC5595858

[33] Mariottini C, Munari L, Gunzel E, et al. Wilm's tumor 1 promotes memory flexibility. Nat Commun 2019;10(1):3756; doi: 10.1038/s41467-019-11781-x31434897PMC6704057

[34] Stillitano F, Hansen J, Kong CW, et al. Modeling susceptibility to drug-induced long QT with a panel of subject-specific induced pluripotent stem cells. Elife 2017;6:e19406; doi: 10.7554/eLife.1940628134617PMC5279943

[35] Hansen J, Galatioto J, Caescu CI, et al. Systems pharmacology-based integration of human and mouse data for drug repurposing to treat thoracic aneurysms. JCI Insight 2019;4(11):e127652; doi: 10.1172/jci.insight.12765231167969PMC6629138

[36] Ashburner M, Ball CA, Blake JA, et al. Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet 2000;25(1):25–29; doi: 10.1038/7555610802651PMC3037419

[37] Gene Ontology Consortium. The Gene Ontology resource: enriching a GOld mine. Nucleic Acids Res 2021;49(D1):D325–D334; doi: 10.1093/nar/gkaa111333290552PMC7779012

[38] Chen EY, Tan CM, Kou Y, et al. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics 2013;14:128; doi: 10.1186/1471-2105-14-12823586463PMC3637064

[39] Matson KJE, Russ DE, Kathe C, et al. Single cell atlas of spinal cord injury in mice reveals a pro-regenerative signature in spinocerebellar neurons. Nat Commun 2022;13(1):5628; doi: 10.1038/s41467-022-33184-136163250PMC9513082

[40] Russ DE, Cross RBP, Li L, et al. A harmonized atlas of mouse spinal cord cell types and their spatial organization. Nat Commun 2021;12(1):5722; doi: 10.1038/s41467-021-25125-134588430PMC8481483

[41] Brennan FH, Li Y, Wang C, et al. Microglia coordinate cellular interactions during spinal cord repair in mice. Nat Commun 2022;13(1):4096; doi: 10.1038/s41467-022-31797-035835751PMC9283484

[42] Okada S, Hara M, Kobayakawa K, et al. Astrocyte reactivity and astrogliosis after spinal cord injury. Neurosci Res 2018;126:39–43; doi: 10.1016/j.neures.2017.10.00429054466

[43] Bellver-Landete V, Bretheau F, Mailhot B, et al. Microglia are an essential component of the neuroprotective scar that forms after spinal cord injury. Nat Commun 2019;10(1):518; doi: 10.1038/s41467-019-08446-030705270PMC6355913

[44] Duncan GJ, Manesh SB, Hilton BJ, et al. The fate and function of oligodendrocyte progenitor cells after traumatic spinal cord injury. Glia 2020;68(2):227–245; doi: 10.1002/glia.2370631433109

[45] Yadaw AS, Siddiq MM, Rabinovich V, et al. Dynamic balance between vesicle transport and microtubule growth enables neurite outgrowth. PLoS Comput Biol 2019;15(5):e1006877; doi: 10.1371/journal.pcbi.100687731042702PMC6546251

[46] Curtin CM, Suarez PA, Di Ponio LA, et al. Who are the women and men in Veterans Health Administration's current spinal cord injury population? J Rehabil Res Dev 2012;49(3):351–360.2277319510.1682/jrrd.2010.11.0220

[47] Hsu M, Dedhia M, Crusio WE, et al. Sex differences in gene expression patterns associated with the APOE4 allele. F1000Res 2019;8:387; doi: 10.12688/f1000research.18671.231448102PMC6685458

# Supplementary material for: Synaptojanin 1 Modulates Functional Recovery After Incomplete Spinal Cord Injury in Male Apolipoprotein E Epsilon 4 Mice
**Source:** Neurotrauma Rep. 2023 Jul 27;4(1):464–77. doi: 10.1089/neur.2023.0023

**Supplementary Figure 1.** Body weights were determined on the day of surgery prior to making an incision (pre-op) and at the specified times shown on the X-axis for male mice. Data are shown as mean values ± SEM.

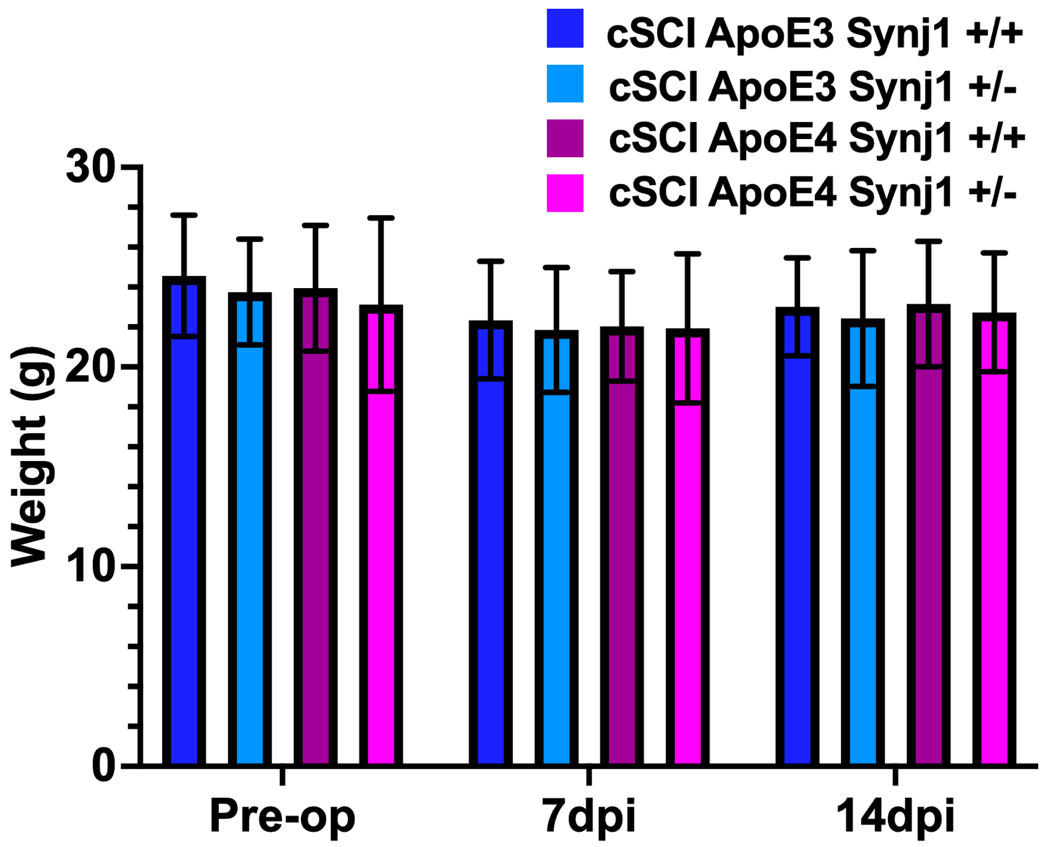

**Supplement:** Supplemental data

# Supplementary material for: Synaptojanin 1 Modulates Functional Recovery After Incomplete Spinal Cord Injury in Male Apolipoprotein E Epsilon 4 Mice
**Source:** Neurotrauma Rep. 2023 Jul 27;4(1):464–77. doi: 10.1089/neur.2023.0023

**Supplementary Figure 2.** Actual impact force (kdyne) and spinal cord displacement during impact (µm) are shown. Data are shown as mean ± SEM.

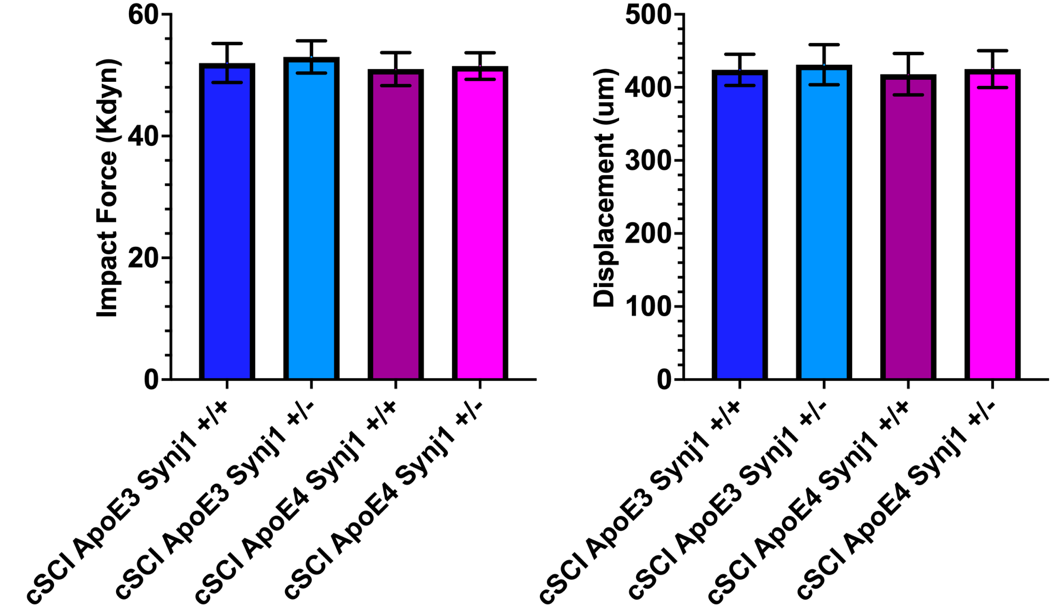

**Supplement:** Supplemental data

# Supplementary material for: Synaptojanin 1 Modulates Functional Recovery After Incomplete Spinal Cord Injury in Male Apolipoprotein E Epsilon 4 Mice
**Source:** Neurotrauma Rep. 2023 Jul 27;4(1):464–77. doi: 10.1089/neur.2023.0023

**Supplementary Figure 3.** White spared matter is not affected by genetic reduction of Synj1 in ApoE4 male mice after SCI. A) Perfusion-fixed spinal cords cryosections from ApoE4 mice with either Syn1^+/+^ or Synj1^+/-^ were obtained at 14 days after SCI. Transverse sections were obtained rostral and caudal from the injury site as well as at epicenter. Sections were later stained with FluoroMyelin. Panel shows representative images at the epicenter and at 150 μm rostral and caudal from epicenter. Dashed lines outline sections and white spared matter (B) Quantification of myelin staining was performed for each section and showed no significant differences between ApoE4 synj1^+/+^ and ApoE4 synj1^+/-^. Bar plots are presented as mean ± SEM. N=2.

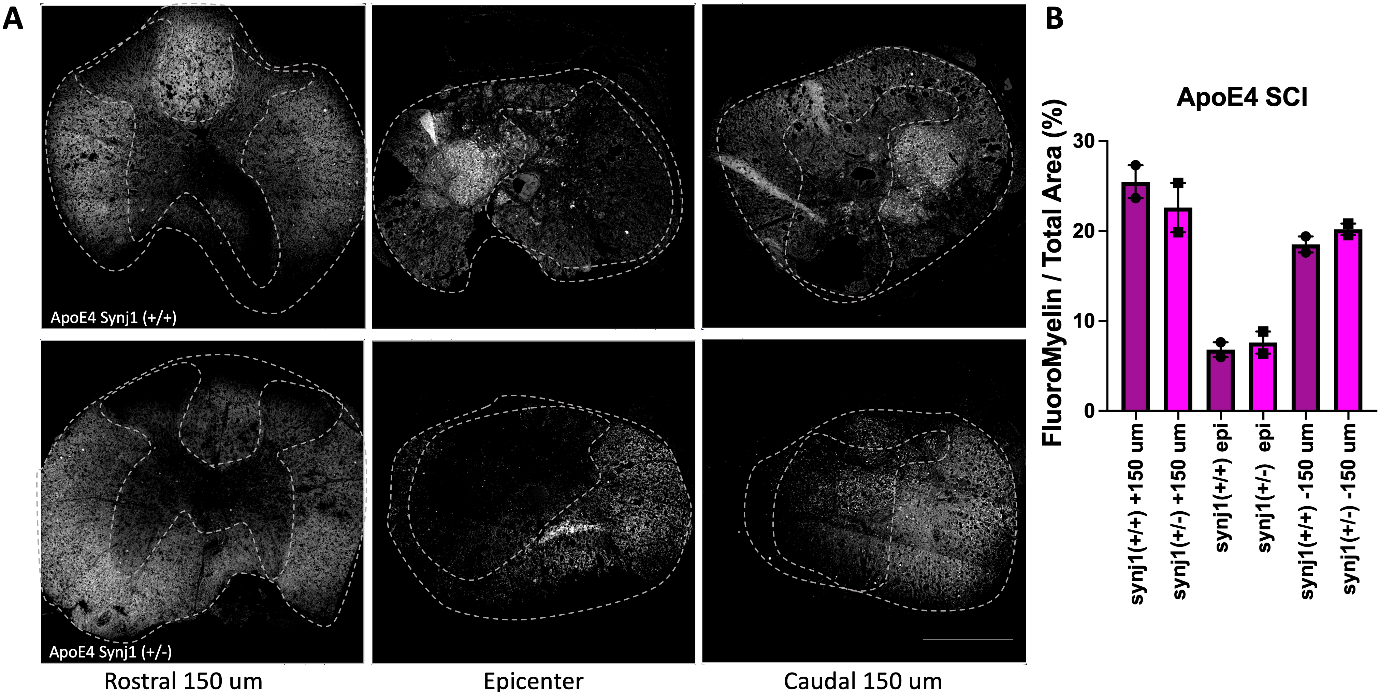

**Supplement:** Supplemental data

# Supplementary material for: Synaptojanin 1 Modulates Functional Recovery After Incomplete Spinal Cord Injury in Male Apolipoprotein E Epsilon 4 Mice
**Source:** Neurotrauma Rep. 2023 Jul 27;4(1):464–77. doi: 10.1089/neur.2023.0023

**Supplementary Figure 4.** Synj1 is expressed different cellular subtypes within mouse spinal cords after SCI. Unsupervised snSEQ clustering after dimensionality reduction and cell neighborhood identification allowed the detection of Synj1 in all major cell types of the spinal cord. Graphs were obtained from data mining the website seqseek.ninds.nih.gov.

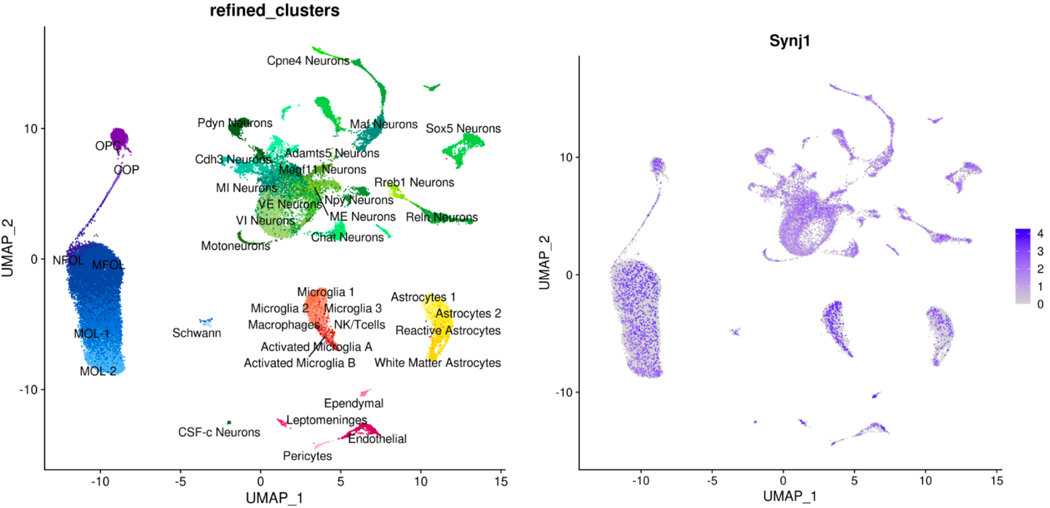

**Supplement:** Supplemental data

# Supplementary material for: Synaptojanin 1 Modulates Functional Recovery After Incomplete Spinal Cord Injury in Male Apolipoprotein E Epsilon 4 Mice
**Source:** Neurotrauma Rep. 2023 Jul 27;4(1):464–77. doi: 10.1089/neur.2023.0023

**Supplementary Figure 5.** snSEQ profile of synj1 in mice spinal cord before and after SCI. Expression levels of Synj1 in different cell types during pre-surgery and after SCI at day 1, and at weeks 1, 3 and 6. Data mining was obtained from seqseek.ninds.nih.gov. website.

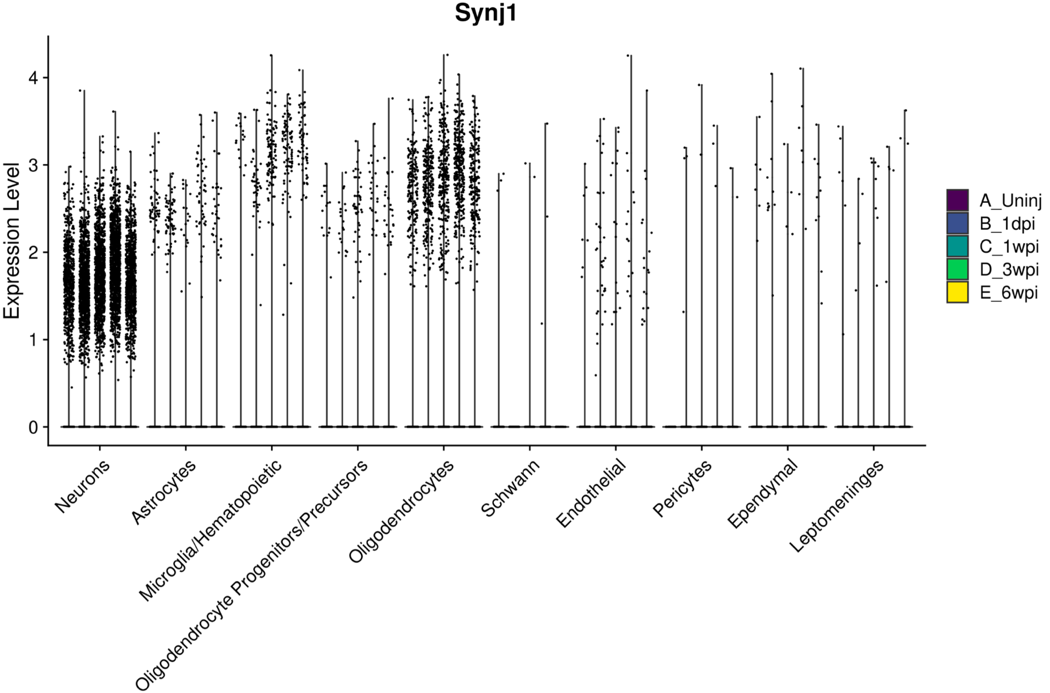

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

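RNA was sequenced from spinal cord segments of about 2 mm above and below a contusion at thoracic level 9 in male ApoE4 mice at 14 days, in 12 libraries of 4 groups with 3 libraries each. The samples were grouped by the genotype and site in their labels, and the genotype direction of SYNJ1 runs against those labels at both sites. The paper's Methods give STAR, bowtie2, samtools and cufflinks, random removal of reads to the smallest library of each site, and upper quartile normalization; its text does not name the genome build or annotation.

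The authors' deposited table holds 25985 gene tests and gives the ratio (fold change) and log2 fold change of the group labelled synj1+/- over the group labelled synj1+/+, with the p-value and q-value of the authors' test. The group values were taken as FPKM plus 1, because the lowest is exactly 1. The deposited fold change equals the ratio of those values. The authors' shorter list at p of 0.01 or less holds 678 gene tests, and all 678 are in the full table and in Supplementary Table S1. The table has 0 columns of single samples, so the spread between libraries, results without each replicate, and other splits of the samples could not be computed, and the depth of each library is as the paper's Methods state it. The authors' q-values are larger for SYNJ1, GRIK1 and SLC17A7 than a Benjamini-Hochberg adjustment over the listed genes. A p-value is listed as 0 for 12 genes above and 4 below the lesion.

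From the table, DEGs were counted at p of 0.01 or less, the paper's threshold, and the p-values were adjusted by Benjamini-Hochberg within each site. The overlap of DEGs was tested with a two-sided Fisher's exact test over genes listed at both sites. The standard error of a log2 fold change was taken as its absolute value divided by the normal quantile of its p-value, and the difference between the sites was tested from the 2 errors for 12012 genes, with samples above and below treated as independent, although both segments may come from the same mice; 13 genes with a p-value of 0 or 1 were left out. For 15 gene lists, the median log2 fold change was set against 10000 random lists matched on mean expression in 10 bins, and a list was taken as shifted under percentile 2.5 or over percentile 97.5. With 10000 lists, a percentile close to a limit, such as 97.7 for the GABA and glycine synapse list above the lesion, moves with the random draw. Gene positions within 5 Mb of SYNJ1 were taken from the GENCODE annotation of GRCm38. Fisher's exact tests of the Gene Ontology processes used the counts in Supplementary Table S2.

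The genes named are SYNJ1 and APOE, those the paper names, those of the upregulated processes in Supplementary Table S2, the 5 genes of smallest p per direction and site, and DEGs of the lists or within 5 Mb of SYNJ1. The rule and the lists were written before the data were examined, as were the alternatives, apart from those said to have been chosen after seeing the data. CXCL12, MMP12 and CYP1B1, and the genes whose change differs between the sites, were named after their values were seen.

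Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The calculations were tested on simulated data, and the list test on random lists drawn from the changes of 13645 genes above the lesion. Of 200 such lists without a shift, 5.5% fell outside the limits, and all 20 lists shifted by a log2 fold change of 0.3 were found. The share of 5.5% follows from drawing at random. Genes of a cell type may change together, so it is not the error rate of the gene lists. ApoE3 libraries were not analysed here, and not every gene that meets the rule is reported here.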

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

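The tests of exchanged labels, of SYNJ1 against its error and of the lists between the sites were chosen only after the results were seen. Other splits of the samples could not be counted, because the table combines the libraries of each group.

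SYNJ1 is the gene that the genotype lowers, and the paper does not discuss its RNA-seq values. The authors' deposited table lists it higher in the group labelled synj1+/-, with log2 fold changes of 0.34 above and 0.49 below the lesion. If the labels of the groups were exchanged, the genes that the paper measured by RT-qPCR would change against Fig. 8B, and 0 of the 2 did, which goes against exchanged labels; the paper does not say whether that RT-qPCR used tissue of the mice sequenced. More neuronal RNA in that group was tested on the neuron list, in which 0% of the genes above the lesion and 5.56% below rose as much as SYNJ1. Above the lesion, SYNJ1 exceeded the median of that list by 3.24 implied standard errors, and below the lesion by 1.29, so below the lesion its rise cannot be told apart from more neuronal RNA. Genes with as many transcript models as SYNJ1 lay at percentile 16.8 above and 31.9 below, which gives no shift with the number of models. No tested explanation accounts for the higher SYNJ1 at both sites, and every direction given here depends on the labels.

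The log2 fold changes of 13 genes differed between the sites, among the genes that could be tested. Genes with a p-value of 0 at either site could not. The change below minus that above was 0.65 for ENTPD4, 2.54 for GM14308 and 0.40 for APC2. It was -2.54 for MMP12, -2.35 for COL1A2, -3.29 for IGFBP6, -2.36 for COL1A1, -0.84 for LGALS3, -3.71 for H19, -2.98 for MGP, -2.43 for LUM, -1.22 for SERPINH1 and -1.54 for BGN. COL1A1, COL1A2, MGP, LUM and BGN belong to the fibroblast and collagen matrix list, whose lower level below the lesion is weighed with that list. LGALS3 belongs to the microglia and macrophage list, which is also weighed as a list. No explanation was tested for the genes outside these 2 lists.

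Of the 15 gene lists, 10 differed between the sites against matched random lists. The median change below minus that above was 0.18 for the glutamatergic synapse list, 0.27 for the GABA and glycine synapse list, 0.24 for the synaptic vesicle cycle list and 0.22 for the neuron list. It was -0.15 for microglia and macrophage genes, -1.21 for fibroblast and collagen matrix genes, -0.14 for endothelial genes, -1.21 for red blood cell genes, -0.23 for dorsal root and sensory afferent genes and -0.19 for genes of the response to reactive oxygen species. All 10 stayed outside the limits with unmatched random lists. Segments cut at another spinal level would move rostral and caudal Hox genes in opposite directions. Within each site they moved in the same direction, at percentiles 99.9 and 99.97 above and 96.0 and 97.6 below. The rostral list below the lesion was inside the limits. Between the sites, the median change below minus that above was 0.14 for rostral Hox genes (percentile 95.44) and 0.0094 for caudal ones (percentile 52.16). Neither passed the limits, so the Hox genes do not decide whether the spinal level contributed to the difference between the sites. A smaller share of fibroblast tissue alone would raise neural genes alike, and the astrocyte list (-0.00194, percentile 19.7) and the oligodendrocyte and myelin list (0.11, percentile 84.1) did not differ between the sites. The neuron list itself differed between the sites, at percentile 99.95, so the synaptic difference cannot be told apart from a different share of neuronal RNA in the segments, and no biological reading of it is offered.

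Microglia and macrophage genes and fibroblast and collagen matrix genes, which the paper does not discuss, were lower at both sites. The median log2 fold change was -0.41 above and -0.63 below for the former, and -0.25 above and -1.56 below for the latter. Segments cut at another distance from the epicenter would also lower astrocyte genes, and above the lesion that list lay at percentile 0.02 of random lists, so that explanation remains there. The fibroblast list, at percentile 0 above the lesion, was part of the same test for microglia genes, but it is itself the pattern for fibroblast genes and does not test it. The test was set for the site above. Below the lesion the astrocyte list lay at percentile 0.04, and at 0.98 with unmatched lists and 0.1 without the DEGs. With the mean it lay at 4.62, inside the limits, so the lower astrocyte genes below depend on the summary used. Less fibroblast or meningeal tissue below the lesion could not be tested separately: meningeal fibroblast genes lay at percentile 0, but all 9 belong to the fibroblast list itself. A lower injury response in the group labelled synj1+/- may be the biological reading, and the pattern cannot be told apart from the position of the segments.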

How the results depend on the processing

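The alternatives were set before the data were examined, apart from random lists matched on transcript length, the FPKM without the added 1 and the lists compared between sites. Of 173 comparisons of a result with an alternative, 136 kept their direction and their side of the threshold, or stayed within 1.5 times the count. Adjusting over every gene listed, and taking all genes listed at both sites as the background, cannot move a result, because every listed gene was tested. No paired analysis was possible because the table holds no values of single samples. For the same reason the fits without each replicate and limma with another pseudocount or filter were not run.

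The counts of DEGs moved most, because their alternatives set looser or stricter thresholds on the same values. At p of 0.05 or less, 249 genes were higher and 630 lower above the lesion, and 152 were higher and 351 lower below. With Benjamini-Hochberg adjustment there were 30 higher and 158 lower above, and 22 higher and 68 lower below. With an absolute log2 fold change of at least 0.5 there were 15 higher and 129 lower above, and 16 higher below. The genes that differ between the sites rose from 13 to 72 at an unadjusted p of 0.01 or less, and 11 of the 13 remained with the FPKM without the added 1. The DEGs shared between the sites rose to 113 at p of 0.05 or less, and Spearman's rho rose to 0.391 over genes with p of 0.05 or less at either site. More genes were lower than higher at both sites under each alternative for the DEGs.

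The share of DEGs within 5 Mb of SYNJ1 below the lesion changed its side of the share elsewhere, at 1.35% with a window of 10 Mb and 4% at p of 0.05 or less. Above the lesion, the glutamatergic synapse list passed the limit with the mean (percentile 98.3) and with lists matched on length (percentile 99.5). The GABA and glycine synapse list no longer passed it with unmatched lists (96.5) or the mean (85.4), and the reactive oxygen species list was at 4.92 with the mean. Leaving out the DEGs takes the strongest changes out of a list, so a move toward the middle is expected from the choice of genes and says nothing about stability: the synaptic vesicle cycle list lay at percentile 97.4, red blood cell genes at 82.8 and the reactive oxygen species list at 38.6. The GABA and glycine synapse list held no DEG at either site, so its 97.2 above the lesion differs through the random lists alone. The 3 synaptic lists below the lesion, and the microglia and fibroblast lists at both sites, kept their side in all alternatives. Among other results, 9 were weaker and 3 stronger, and 61 comparisons were the same.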

Differences from the paper's values

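The paper reports by RT-qPCR that Synj1 mRNA was reduced by 22.8% in synj1+/- mice. In the authors' deposited table the corresponding reduction above the lesion was -26.2%, that is, a higher value in the group labelled synj1+/-, and none of the alternatives set before the data were examined bears on that value.

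The paper states that the genes changed above the lesion include none that function in synaptic transmission. Of the genes tested from the synaptic lists, 3 were DEGs above the lesion: BIN1, GRIK1 and SNAP25. The neuron list also held 3 DEGs above the lesion, KCNC2, RBFOX3 and SNAP25, all of them higher in the group labelled synj1+/-. The paper states that the larger part of the genes changed below the lesion act in synaptic transmission or other neuronal functions. Of the DEGs below the lesion, 171 of 234 were lower in the group labelled synj1+/-, 4 belonged to the synaptic lists, 0 to the neuron list and 22 to the fibroblast and collagen matrix list. The lists hold selected genes and do not cover every gene of synaptic or neuronal function. The paper describes a marked difference between the DEGs of the sites. In the test of the difference, 13 of 12012 genes had changes that differed between the sites, and 72 at an unadjusted p of 0.01 or less. Genes with a p-value of 0, the hemoglobin genes and SFRP4 among them, could not enter that test. Against both matched and unmatched random lists, 10 of 15 gene lists differed between the sites.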

Other observations

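The test of the calibration of p-values and the random lists matched on transcript length were chosen only after the results were seen; the other tests were set before.

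Changes could spread along the chromosome around the inactivated allele. The share of DEGs within 5 Mb of SYNJ1 lay at percentile 88.5 above and 59.96 below among windows centred on other genes, under the limit of 95 set for that test. A share over all genes of the window cannot decide whether GRIK1 by itself was changed through its position near SYNJ1.

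Hemoglobin genes above the lesion may reflect blood left in the tissue. The red blood cell list without them lay at percentile 83.4 above the lesion, with 6 genes tested, so a shift could be missed and blood remains a candidate explanation. Below the lesion the same list lay at percentile 99.95.

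Across genes, Spearman's rho of the log2 fold change with GC content was -0.0167 above and 0.0936 below, and with transcript length -0.137 above and 0.0522 below. The dependence on length above the lesion is over the limit of 0.1 in size, so length may contribute to changes there. The microglia and macrophage list stayed at percentile 0 with random lists matched on transcript length.

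Fewer DEGs below than above the lesion may come from the larger error below, which had a median ratio of 1.58 to the error above. With the error above the lesion, 857 genes would pass p of 0.01 or less below, against 199; this second value cannot decide, because a smaller error set beside the same changes always passes more genes.

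The p-values exceeded 0.5 for 54.2% of genes above and 63.6% below the lesion. At p of 0.05 or less, the 503 genes below the lesion are fewer than the 617 that chance would give, which is consistent with p-values that are not calibrated, so the chance counts given with the DEGs and the test of the difference between the sites are approximate.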
